# Regulation of Inflammatory Gene Expression in PBMCs by Immunostimulatory Botanicals

**DOI:** 10.1371/journal.pone.0012561

**Published:** 2010-09-03

**Authors:** Karen L. Denzler, Robert Waters, Bertram L. Jacobs, Yvan Rochon, Jeffrey O. Langland

## Abstract

Many hundreds of botanicals are used in complementary and alternative medicine for therapeutic use as antimicrobials and immune stimulators. While there exists many centuries of anecdotal evidence and few clinical studies on the activity and efficacy of these botanicals, limited scientific evidence exists on the ability of these botanicals to modulate the immune and inflammatory responses. Using botanogenomics (or herbogenomics), this study provides novel insight into inflammatory genes which are induced in peripheral blood mononuclear cells following treatment with immunomodulatory botanical extracts. These results may suggest putative genes involved in the physiological responses thought to occur following administration of these botanical extracts. Using extracts from immunostimulatory herbs (*Astragalus membranaceus, Sambucus cerulea*, *Andrographis paniculata)* and an immunosuppressive herb (*Urtica dioica),* the data presented supports previous cytokine studies on these herbs as well as identifying additional genes which may be involved in immune cell activation and migration and various inflammatory responses, including wound healing, angiogenesis, and blood pressure modulation. Additionally, we report the presence of lipopolysaccharide in medicinally prepared extracts of these herbs which is theorized to be a natural and active component of the immunostimulatory herbal extracts. The data presented provides a more extensive picture on how these herbs may be mediating their biological effects on the immune and inflammatory responses.

## Introduction

Many complementary and alternative medicine (CAM) approaches and interventions are thought to exert activities by enhancing immune function. Botanical supplements are used worldwide with the expectation of boosting the immune response and reducing pathogen-associated symptoms [1]. For many individuals, especially those living in third world nations, herbal medicines are the only therapeutic resources available. In 1985, the World Health Organization estimated that perhaps 80% of the world population relied on herbs for primary health care needs [2], [3], [4], [5]. This widespread use of herbal medicines is not restricted to developing countries, as it has been estimated that 12-31% of patients in European countries utilize herbal medicines [2], [3], [4], [5], [6]. In the United States, nearly one out of every five Americans are currently using some form of CAM [3]. The *Journal of the American Medical Association* reported that between 1990 and 1997 the prevalence of herbal remedy use increased 380% in the United States [7]. Many animal studies and limited clinical studies have demonstrated the efficacy of botanical remedies, such as *Astragalus membranaceus*, related to immunopotentiating effects [8], [9], [10], [11], [12], [13], [14], [15], [16], [17], [18], [19], [20], [21]. Even with the widespread use and acceptance, a complete understanding of the biochemistry and mechanisms of action regarding herbal remedies has remained largely unknown [21], [22].

The actual medicinal relationship between plants and humans is historically far-reaching. Ancient civilizations, as early as 2,800 B.C., have utilized herbal methodologies that are only now being recognized by Western science [23]. Throughout the world, but especially in Europe and Asia, a tremendous change in the use and appreciation of herbal medicine has taken place. In Europe, estimates show that over $2 billion are spent on herbal products each year, and in Germany, at least 10% of the pharmaceutical market is herbal-based medicine [2], [4]. Herbal products represent a major economic force in the United States as well, with an estimated annual sales figure of $3.3 billion in 1998 [3]. The increased use of complementary and alternative medicine is slowly gaining support through increased studies by scientific researchers.

Traditional herbal medicine utilizes many botanicals thought to strengthen the body's resistance to illness through effects on the immune system. Animal and clinical studies suggest that many botanical extracts provide anticancer, pro-inflammatory, and anti-infective activities [8], [9], [10], [11], [12], [13], [14], [15], [16], [17], [18], [19], [20], [21]. Most herbs for the immune system are believed to act as general immune system stimulators and are thought to alter immune function through the dynamic regulation of cytokine expression [21]. Echinacea spp. is one of the top selling botanical medicines in North America. Though still mired in controversy, this herb apparently exerts its antiviral activity primarily through stimulation of the immune system [1], [24], [25]. Likewise, Astragalus spp. is one of the primary herbs in Chinese medicine used in Europe and Asia for antimicrobial activity [26], [27], [28]. Research suggests that Astragalus spp. extracts may have some direct antibacterial activity against both gram positive and negative bacteria while in vivo studies suggest positive effects on patients and animals infected with HSV, HIV, HBV or with viral myocarditis [8], [27], [29], [30]. The antiviral activity of Astragalus is thought to be mainly due to modulatory effects on the immune system, specifically through the induction of proinflammatory cytokines [21], [25], [31]. Though the effect on cytokine expression by many botanicals has been investigated, the number of cytokines measured has been limited. The most frequently studied cytokines are IL1, IL2, IL4, IL6, TNF and IFNgamma [21]. These cytokines are important pro-inflammatory mediators and regulators of the immune response, but provide a limited view of specific immunological activities.

Botanogenomics (also referred to as herbogenomics) is defined as the analysis of the biological effect of a particular botanical medicine through profiling of the affected genomic or proteomic alterations [20]. This methodology can provide a novel mechanistic understanding of the efficacy of a particular herbal preparation. The goal of this study was to identify and to provide additional insight into inflammatory genes induced in PBMCs following treatment with immunomodulatory herbal extracts. This data may provide a better understanding of how these herbs may be inducing the physiological responses observed in individuals following administration of various immunostimulatory herbal products. Though many studies focus on identifying the key active constituents present in a botanical extract, for this study the goal was to measure changes in genetic expression in cells treated with total herbal extracts which are commonly prescribed to individuals. Using microarray analysis, novel genes which may be involved in the immunostimulatory responses as well as other known biological effects of these herbs were identified. This provides a more complete understanding of the potential mechanism of action, effectiveness, and global genetic effect of these total botanical extracts on cells.

## Materials and Methods

### Botanical extract preparation

The following herbs were used in this study: Astragalus membranaceus, Sambucus cerulea, Andrographis paniculata, Echinacea angustifolia, Urtica dioica and Tylophora asmatica. Fresh wild-crafted 6–8 inch leafy tops of Urtica dioica were harvested from Western Washington, fresh Sambucus cerulea flowers were harvested from north central Washington State, and fresh Echinacea angustifolia roots were harvested from central Kansas. All fresh plants were shipped overnight express to the manufacturing facility for immediate validation and processing. Fresh plant material was validated using taxonomic keys. Dried Astragalus membranaceus root slices and dried Andrographis paniculata herb were purchased from Mayway Corporation (Oakland, CA), and dried Tylophora indica whole leaf was purchased from Hillgreen Company (Bangalore, India). Dried plant material was validated using herbal pharmacopoeia monographs. Fresh plants were mixed with distilled water/190 proof ethanol/glycerol at a ratio of 1∶2.5 (*Urtica* and *Sambucus*) or 1∶3 (*Echinacea*) [weight of botanical to volume of liquid], ground gently in a 1 gallon stainless steel Hamilton Beach blender, and the herb-liquid mixture was transferred to a clean amber colored gallon glass jar and sealed. Dried botanicals were ground in a 1 gallon stainless steel Hamilton Beach blender, transferred to a clean amber colored gallon glass jar, and a mixture of distilled water/190 proof ethanol/glycerol was added at a ratio of 1∶5 (weight of botanical to volume of liquid). Distilled water/190 proof ethanol/glycerol concentrations were as followed (*Astragalus* 74/26/0; *Andrographis* 69/26/5; *Sambucus* 58/37/5; *Urtica* 55/37/8; *Echinacea* 48/47/5; *Tylophora* 32/63/5). The mixtures were kept at room temperature for 2 to 6 weeks, followed by separation of the liquid portion from the solid herb portion using a mechanical press. The extracted liquid was filtered using unbleached paper filters, pooled, and dispensed in amber colored bottles. A sample of each extract was dried and all extracts were found to contain similar concentrations of non-volatile solutes (ranging between 62.4 – 136.8 mg/ml extract).

### Endotoxin quantitation

Endotoxin levels in the botanical extracts were determined using the Genscript ToxinSensor Chromogenic LAL Endotoxin Assay Kit. The manufacturer's protocol was followed and the endotoxin units/ml (EU/ml) determined by comparison to an *Escherichia coli* standard solution.

*PBMC isolation*: Human PBMCs were obtained from a commercial source (Lonza, Inc., Allendale, NJ) or from freshly drawn blood. Commercially obtained PBMCs were isolated from peripheral blood by apheresis and density gradient centrifugation. Cells were shipped on dry ice and stored in liquid nitrogen until use.

For fresh PBMCs, blood was collected by venipuncture into heparinized tubes. Whole blood was removed and added to an equal volume of balanced salt solution (0.01% D-glucose, 0.005 mM CaCl_2_, 0.098 mM MgCl_2_, 0.54 mM KCl, 14.5 mM Tris pH 7.6, 126 mM NaCl). Forty mls of blood/salt solution was layered on top of 10 mls Ficoll-Paque Plus (Amersham Biosciences) and centrifuged at 400×g for 40 minutes at 20°C. PBMCs were removed from the interface and washed in balanced salt solution. The collection of fresh PBMCs was approved by the Arizona State University and Southwest College of Naturopathic Medicine (SCNM) Institutional Review Boards. Participants were recruited from SCNM and blood draws performed at the SCNM Medical Center. All participants received and completed a written informed consent form prior to participation in the study.

### Cell treatment

PBMCs were resuspended in RPMI1640 with 10% fetal bovine serum (1×10^6^ cells/mL) in cell culture dishes. 1×10^7^ cells (in 10 mL media) were treated with 5 µL herbal extract or vehicle (ethanol) for the indicated times (3–18 hours). Treatment of cells with phorbol-12-myristate-13-acetate (PMA) (Calbiochem) was done at a final concentration of 50 nM.

*RNA isolation*: Following treatment (3–18 hours), total RNA was isolated and purified as per manufacturers protocol using an RNeasy kit (Qiagen). Briefly, the cell lysate was homogenized using a QIAshredder spin column. Any DNA contamination was eliminated by DNase digestion and the RNA was isolated using the RNeasy spin column.

### Microarray analysis

One µg of high quality total RNA was converted into double-stranded cDNA using the Affymetrix One-Cycle Target Labeling Kit using an oligo-dT primer containing a T7 RNA polymerase promoter. The double-stranded cDNA was cleaned using the Affymetrix GeneChip Sample Cleanup Module and biotin-labeled cRNA was made using the One-Cycle Kit. The biotin-labeled cRNA was purified using the GeneChip Sample Cleanup Module and quantitated on a spectrophotometer and analyzed on a 1% agarose TAE gel to check for a wide distribution of cRNA transcript sizes. Next, the cRNA was fragmented to approximately 35–200 bp by alkaline treatment (200 mM Tris-acetate, pH 8.2, 500 mM KOAc, 150 mM MgOAc) and fragmentation was verified on a 1% agarose TAE gel. Separate hybridization cocktails were made using 15 mg fragmented cRNA from each sample.

A total of 200 µL of each hybridization cocktail was hybridized to an Affymetrix Human Genome U133 Plus 2.0 array for 16 hours at 45°C in the Hybridization Oven 640. The Human Genome array measures the expression of over 47,000 transcripts and variants, including approximately 38,500 well-characterized human genes. Arrays were washed on the Affymetrix GeneChip Fluidics Station 450 according to manufacturer's instructions using a primary streptavidin phycoerythrin (SAPE) stain, subsequent biotinylated antibody stain, and secondary SAPE stain. After hybridization and washing, arrays were scanned using the Affymetrix GeneChip Scanner 3000 7G. Scanned images obtained by the Affymetrix GeneChip Operating Software (GCOS) v1.2 were used to extract raw signal intensity values per probe set on the array and calculate detection calls (absent, marginal, or present). Assignment of detection calls was based on probe-pair intensities for which one probe was a perfect match of the reference sequence and the other was a mismatch probe for which the thirteenth base (of the 25-oligonucleotide reference sequence) was changed. All raw chip data was scaled in GCOS to 150 to normalize signal intensities for inter-array comparisons. Reports generated in GCOS were evaluated for each array to check for eukaryotic controls, maximum scaling factors of approximately 3, at least 30% present calls (actual data ranged from 37–48%), and maximum GAPDH (3′/5′) ratios of 3.0. All microarray data is MIAME compliant and the full microarray expression data has been deposited and is available in the MIAME compliant database at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE19128.

### Quantitative real-time PCR

The microarray results were confirmed by quantitative real-time PCR (qPCR). Ten representative genes were selected from the microarray expression profiles and changes in the expression level confirmed using qPCR. qPCR was performed using iQSYBR Green Super mix (Bio-Rad). Briefly, cDNA template for each isolate was added to wells containing PCR reaction mix (iQSYBR Green Super mix and primers). Primers were obtained from SABiosciences. Reactions were done in a MiniOpticon real-time PCR detection system with CFX Manager software control (Bio-Rad).

### Flow cytometry analysis

THP-1 cells were grown in RPMI1640 with 10% FBS in nonadherent plastic dishes. Cells were treated with supernatant from either mock treated PBMCs or PBMCs treated with PMA or Astragalus extract for 18 hours. One million cells were washed and resuspended in PBS containing 1% BSA, 0.1% sodium azide, and 30% human AB serum (Innovative Research) followed by staining for 30 minutes with antibodies specific for CD11b (clone ICRF44), CD14 (clone MphiP9) or with isotype controls. Antibodies were purchased as PE-Cy7 or APC-Cy7 conjugates (BD, San Jose, CA). Propidium iodide was used to exclude dead cells from analysis. Cell fluorescence was analyzed from samples of 20,000 cells using a BD Bioscience FACSAria with FACSDiVa software.

## Results

Peripheral blood mononuclear cells (PBMCs) are often considered the industry standard for investigating many aspects of immunological response in a cell culture system. As a mixed population of T-lymphocytes, B-lymphocytes, natural killer cells, monocytes, macrophages and dendritic cells, PBMCs represent key cells involved in the genetic expression of cytokines leading to innate and adaptive immune and inflammatory responses. To investigate the cytokine response induced by immuno-stimulatory herbal extracts, PBMCs were treated with an herbal extract followed by microarray analysis on isolated cellular RNA. To date, the effect of immuno-stimulatory herbs has only been evaluated by observing the expression of a limited number of cytokines. Such studies can be misleading and do not provide a broad or complete understanding regarding the effect of the herbal extract on immune cells. In our studies, 1×10^7^ cells were treated with 5 microL herbal extract for 18 hours. This concentration was based on an average human prescribed dose in relation to the approximate total blood volume (2.5 mL extract per 5 L blood). 

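PBMC RNA was hybridized to 11 Affymetrix arrays. After 18 h of treatment there were 3 ethanol arrays, numbered 1 to 3, 2 Astragalus arrays, numbered 1 and 2, and 1 array each for untreated, Sambucus, Andrographis and Urtica cells. A further 1 array each covered Astragalus at 3 h and at 8 h. Extract-treated cultures held 10000000 cells and received 5 microL of extract. The deposited values are signal intensities from the authors' GCOS analysis, scaled by the authors to a target of 150. Each array was rescaled here to a 2% trimmed mean of 150, which changed the values very little, signals under 30 were set to a floor of 30, and log2 was taken. Each gene was represented by its probe set with the highest mean log2 value, for 19700 genes. The median signal of an array was between 26.3 and 71.2, and between 27.3 and 52.5% of the probe sets lay under the floor. The number of arrays limits the precision of every value. Astragalus and ethanol at 18 h were compared with limma, over the 9658 genes with a signal of at least 100 in 2 or more of the 5 arrays, and gene lists were compared with camera from the same package. Other agents and times have 1 array, so no replicates and no p-values stand behind their folds. For these, and for pairs of arrays, a gene was counted at a difference of 3-fold or more, the threshold of the study, with a signal of at least 100 in the higher array. The sample labels do not give the PBMC set. All of them describe PBMCs isolated from whole blood with Ficoll, the method that the paper gives for its fresh cells. No label therefore marks an array as commercial cells. Ratios of Astragalus array 2 to ethanol array 2 lay within 5% of Table 1 for 8 of its 9 genes with a microarray value, with any of a gene's probe sets allowed, and no other pair of an Astragalus and an ethanol array matched more than 1, so this pair is called the PBMC set I pair. That rule, the gene lists, the tests and the rule for the genes to name were set before the data were examined. The paper's values in Table 1 and Figures 2, 4, 5 and 6, made from these samples, had been seen when the rule for the genes to name was written. Tests of lists that hold genes named there are not independent evidence. Ratios of Astragalus array 1 to ethanol array 1 lay within 5% of the set II column of Figure 5B for 11 of 12 genes, and this pair is called the PBMC set II pair, a match that was noticed after the data were seen. Nothing in the labels says that arrays of the same agent came from separate cultures or donors, so a p-value from limma measures only the spread between these arrays. By the 2 matches, arrays 1 and 2 of an agent hold cells that the paper gives as from different individuals. Their spread includes that difference. For ethanol array 3 nothing is stated. The type I interferon list of untreated cells had a median log2 difference of -3.58 from it, beside 0.01 and -1.06 from ethanol arrays 1 and 2. Markers of NK cells had 3.69, beside 0.04 and 0.75. Urtica cells lay near array 3 in both lists (0.02 and 0.04). For these lists the values argue against a purely technical part of array 3. Its cell source is unknown, and limma counts it as a replicate.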

Following incubation with the extract, total RNA was purified from the cells and mRNA expression levels were evaluated by microarray analysis using an Affymetrix platform.

These studies were done using herbal extracts historically used to boost immune activity in patients, including *Astragalus membranaceus* (Milk-Vetch Root, Huang qi), *Sambucus cerulean* (Blue Elderberry), and *Andrographis paniculata* (India Echinacea, King of Bitters). Since these extracts were prepared in an aqueous vehicle containing ethanol and glycerol, PBMCs were treated with identical concentrations of ethanol and glycerol in distilled water (ethanol) as a control. Our initial method to measure modulation in gene expression was done using scatter plot analysis. 

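IL1B, a proinflammatory cytokine, had a signal of 8197 in untreated cells, 8724 in ethanol array 1, 213 in ethanol array 2 and 279 in ethanol array 3. IL6, another inflammatory cytokine, stood at 428, 486, 41 and 46 in the same order, and the metal-binding protein MT2A at 10182, 11245, 635 and 1475. Of the gene lists, proinflammatory cytokines had a median log2 difference of -0.02, 1.32 and 0.43 from ethanol arrays 1, 2 and 3, and CC chemokines of 0.06, 0.74 and 0.09. The type I interferon response had a median log2 difference of 0.01 from ethanol array 1, -1.06 from ethanol array 2 and -3.58 from ethanol array 3. Markers of NK cells differed by 0.04, 0.75 and 3.69, markers of erythroid cells by 0.13, 2.94 and 2.94, and metallothioneins by -0.14, 4.27 and 3.94. The choice of scaling moved the median gene by up to 0.11 and 0.15 (log2) against ethanol arrays 2 and 3, and list values are to be read against that shift. Against ethanol array 1, 352 genes were at least 3-fold higher and 223 lower in untreated cells, of which 26 of the 575 had a signal of at least 100 in both arrays. Against ethanol array 2 the numbers were 1518 higher and 387 lower, and against ethanol array 3 they were 1520 higher and 443 lower. Between the ethanol arrays themselves, 1388 genes differed by 3-fold between arrays 1 and 2, 1452 between arrays 1 and 3, and 280 between arrays 2 and 3. Against all 3 ethanol arrays 289 genes differed, and 1425 without ethanol array 1. Among them, the transcription factor gene GLI3 was at least 7.41-fold higher in untreated cells and the transcription factor gene SOX6 at least 8.63-fold lower.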

Treatment of PBMCs with the vehicle solution had almost no effect on gene expression when compared to untreated PBMCs (Figure 1A, Plot A). However, as shown in Figure 1A, treatment of PBMCs with *Astragalus* extract led to the alteration of expression of many cellular genes (compare diffuse scattering of Figure 1A, Plot A to Plot B). In this figure, the diagonal lines off the center represent 2-, 3-, 10-, and 30-fold levels of induction or repression of gene expression. 

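After 18 h with Astragalus MMP1, a collagenase, was at least 19.5-fold higher in every pairing of an Astragalus with an ethanol array, the protease inhibitor gene SERPINB7 at least 16.6-fold, PTGS2, which encodes the inducible cyclooxygenase, at least 14.0-fold, and IL1A at least 6.70-fold. At 3-fold in all 6 pairings, 28 genes were higher, the chemokine CXCL3 and the cytokine OSM among them, and 20 were lower. The lower genes included FCN1, a monocyte ficolin (10.0-fold or more), MRC1, the macrophage mannose receptor (8.74-fold or more), and FPR3, a formyl peptide receptor (5.47-fold or more). Without ethanol array 1 the counts were 98 higher and 72 lower, without Astragalus array 1 57 higher, and without Astragalus array 2 278 higher and 141 lower. By limma, with n = 2 Astragalus and 3 ethanol arrays, 0 genes were higher and 0 lower at an adjusted p under 0.05, and 416 had an unadjusted p under 0.05. The smallest adjusted p was 0.0577, for SERPINB7, with a log2 difference of 4.20 (standard error 0.30). PTGS2 had a log2 difference of 6.48 (standard error 0.97, adjusted p = 0.349 from limma) and MRC1 of -3.53 (standard error 0.34, adjusted p = 0.163 from limma). With the number of the array as a replicate block, which pairs the arrays by PBMC set if the matches hold, limma called 24 genes higher and 18 lower on 1 residual degree of freedom, with an adjusted p of 0.00532 for PTGS2, 0.00759 for IL6 and 0.0125 for MRC1. Ethanol array 3 has no Astragalus array of its number, so it drops out of the log2 differences of the block. For genes tested in both, these equal the differences without ethanol array 3, and the 2 settings are not separate checks. Without ethanol array 1, limma called 37 genes higher and 26 lower. Of 38 gene lists, camera with a preset correlation of 0.01 called 18 higher and 9 lower, while with a correlation estimated from the data no list was called, and the smallest adjusted p was 0.248. The list of Toll-like receptors, sensors of microbial products, with their partners CD14, LY96 and MYD88 had a median log2 difference of -0.99 over 11 genes, though CD14 was 4.78-fold higher in the PBMC set I pair (adjusted p = 0.000589 with the preset and adjusted p = 0.258 with an estimated correlation), and the call was lost without Astragalus array 1 (median -0.30, adjusted p = 0.358). Markers of monocytes, with a median of -2.12 over 13 genes, lay lower too (adjusted p = 1.97e-05 with the preset and adjusted p = 0.355 with an estimated correlation), with 2 of them lower when adjusted over the list alone, and without Astragalus array 1 their median was -0.00 (adjusted p = 0.325).

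**Figure D1:**
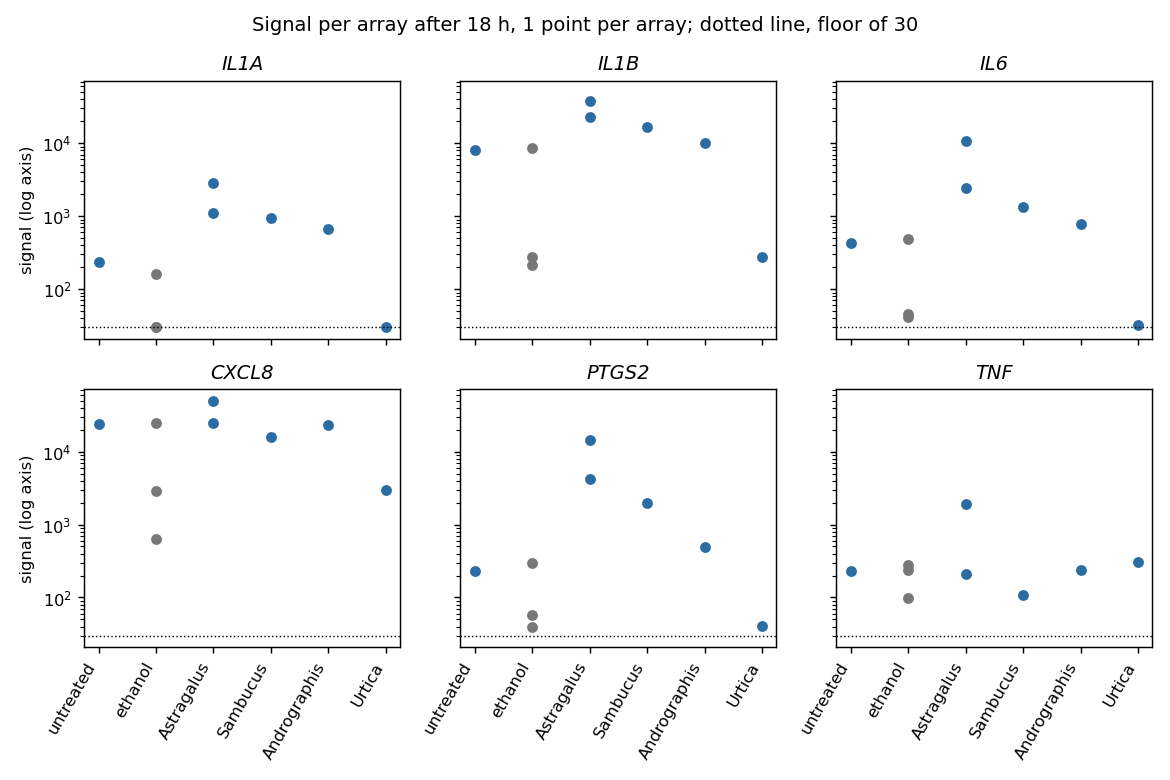
Signal intensity (log axis) of 6 inflammatory genes after 18 h, 1 point per array for untreated, ethanol, Astragalus, Sambucus, Andrographis and Urtica cells, with the floor of 30 as a dotted line. For PTGS2 both Astragalus arrays, at 4192 and 14452, lie above the 3 ethanol arrays, at 39, 57 and 299.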

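CXCL1, a chemokine that attracts neutrophils, was 220-fold higher with Astragalus in the PBMC set I pair of arrays, and CXCL5, a related chemokine, 96.4-fold. On the other side, CXCL10, a chemokine induced by interferons, was at least 130-fold lower, the selenium transport protein SELENOP at least 55.3-fold, and CD36, a scavenger receptor, 22-fold. The 7 neutrophil-attracting CXC chemokines were all at least 3-fold higher, with a median log2 difference of 5.26, while in the PBMC set II pair 3 of 7 were, with a median of 1.00 and a lowest value of -1.55. Over both Astragalus and all 3 ethanol arrays, the 6 of them that limma could test had a median of 4.09 (adjusted p = 4.52e-08 from camera, adjusted p = 0.248 with an estimated correlation), and 3 were higher when adjusted over the list alone, with 0 over all genes and 2 with the replicate block. In this pair 223 genes were at least 3-fold higher with Astragalus and 126 lower, of which 15 and 2 passed 30-fold. The same Astragalus array gave 296 higher and 635 lower against ethanol array 1, and 342 higher and 270 lower against ethanol array 3.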

With *Astragalus* treatment, the expression of several hundred cellular genes was altered, many to levels greater than 30-fold relative to ethanol treatment alone (Figure 1A, Plot B). The *induction* of gene expression was greater than the level of gene *repression* in regard to the relative fold-change and number of genes altered (146 genes induced with 58% induced greater than 10-fold vs 118 genes repressed with 21% repressed greater than 10-fold). 

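The genes higher with Astragalus in the PBMC set I pair had a median log2 difference of 2.34, and the lower genes of -2.18. Among the higher genes were the NF-kappaB inhibitor TNIP3 (at least 91.8-fold), the chemokine CXCL3 (59.8-fold) and the integrin subunit ITGB8 (43-fold). The lower genes included the complement receptor VSIG4 (19.4-fold) and FGL2, a prothrombinase (16.7-fold). Of the 223 higher genes, 54 (24.2%) passed 10-fold, as did 22 (17.5%) of the 126 lower genes.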

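In cells treated with Sambucus for 18 h, CXCL1 was 223-fold higher than in ethanol array 2, TNFAIP6, a hyaluronan-binding protein induced by TNF, 112-fold, and IL1B 78.7-fold. The transcription factor gene GLIS3 was at least 14.5-fold higher and CXCL6, a neutrophil chemokine, at least 7.98-fold higher against each of the 3 ethanol arrays. FBP1, an enzyme of gluconeogenesis, was at least 6.24-fold lower against each of them. The median log2 difference from ethanol array 2 was 5.20 for the CXC chemokines, 2.78 for metallothioneins and 1.14 for NF-kappaB targets. It was -1.18 for markers of M2 macrophages and -0.74 for the interferon gamma response. With the mean of the 3 ethanol arrays as control, the medians were 3.56, 1.07, 0.71, -1.18 and -0.45 in the same order. Against ethanol array 2, the control of the PBMC set I pair, 204 genes were at least 3-fold higher and 136 lower. Against ethanol array 1 the counts were 391 and 985, and against ethanol array 3 they were 320 and 275. Against every ethanol array 54 were higher and 33 lower, 87 in all, and this total was 245 without ethanol array 1 and 142 without ethanol array 2.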

A similar scatter plot appearance was observed after treatment with *Sambucus* (Figure 1A, Plot C). After treatment of PBMCs with *Andrographis*, similar fold changes of induction/repression were observed, but fewer genes appeared to be affected (Figure 1A, Plot D). 

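With Andrographis for 18 h, CXCL1 was 184-fold higher than in ethanol array 2, TNFAIP6 64.7-fold and IL1B 47.2-fold. Against each of the 3 ethanol arrays, SGPP2, a phosphatase of sphingosine 1-phosphate, was at least 7.91-fold higher, G0S2, an inhibitor of lipolysis, at least 7.76-fold, ACOD1, the enzyme that makes itaconate, at least 7.69-fold, and the signalling ligand WNT5A at least 6.21-fold. MYCL, a MYC family transcription factor, was at least 5.54-fold lower. CXC chemokines had a median log2 difference of 4.84 from ethanol array 2, CC chemokines of 1.44 and targets of NRF2, a regulator of antioxidant genes, of 0.93. With the mean of the 3 ethanol arrays as control, the medians were 3.11, 1.71 and 0.52 in the same order. Metallothioneins, at 1.05, had 3 of 7 genes at 3-fold, but their median was -0.43 against the mean of the 3 ethanol arrays. Against ethanol array 2, 143 genes were at least 3-fold higher and 70 lower, against ethanol array 1 293 and 756, and against ethanol array 3 259 and 217. Against every ethanol array 20 were higher and 13 lower, 33 in all, with 127 in all without ethanol array 1 and 78 without ethanol array 2.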

Since all three of these immuno-stimulatory herbal extracts produced relatively similar scatter plot profiles, an extract prepared from the immuno-suppressive herb, *Urtica dioica,* was studied. 

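Urtica-treated cells resembled ethanol array 3 in interferon-responsive genes and markers of NK cells, and differed in both from ethanol arrays 1 and 2. IFIT1, an antiviral protein induced by interferon, was 1.05-fold lower than in ethanol array 3, 11.6-fold higher than in ethanol array 2 and 132-fold higher than in ethanol array 1. The perforin gene PRF1 of cytotoxic cells was 1.17-fold higher, 8.19-fold lower and 18.3-fold lower in the same order. Proinflammatory cytokines had a median log2 difference of 0.00 from ethanol arrays 3 and 2 and of -0.81 from ethanol array 1. For the type I interferon response it was 0.02, 2.22 and 3.58 against ethanol arrays 3, 2 and 1, and for markers of NK cells 0.04, -2.85 and -3.83. The value of 0.02 changes sign with 75th percentile scaling (-0.06). At 3-fold, 9 genes were higher and 4 lower than in ethanol array 3, 145 and 148 than in ethanol array 2, and 470 and 1093 than in ethanol array 1. Against all 3 ethanol arrays 2 genes differed, NACA4P (at least 3.53-fold higher) and the long noncoding RNA FTX (at least 3.19-fold higher), and 168 without ethanol array 3, 4 without ethanol array 1 and 5 without ethanol array 2.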

Treatment of cells with *Urtica* led to very limited or low level changes in cellular gene expression (Figure 1A, Plot E). The lack of change in gene expression after treatment with *Urtica* argues that the alteration in gene expression by the immuno-stimulating extracts (e.g., *Astragalus)* was not due to a non-specific effect of *any* botanical extract, but instead was a legitimate effect due to specific components present in the immuno-stimulating herbal extracts. It was not surprising that the *Urtica* extract did not alter gene expression since the PBMCs were from a reportedly healthy individual and immune-suppressive effects would likely not be observed. This effect has been observed previously where oral administration of an *Urtica* extract had no effect on cytokine expression in a healthy individual and only repressed cytokine expression following lipopolysaccharide induction [32].

**Figure 1:**
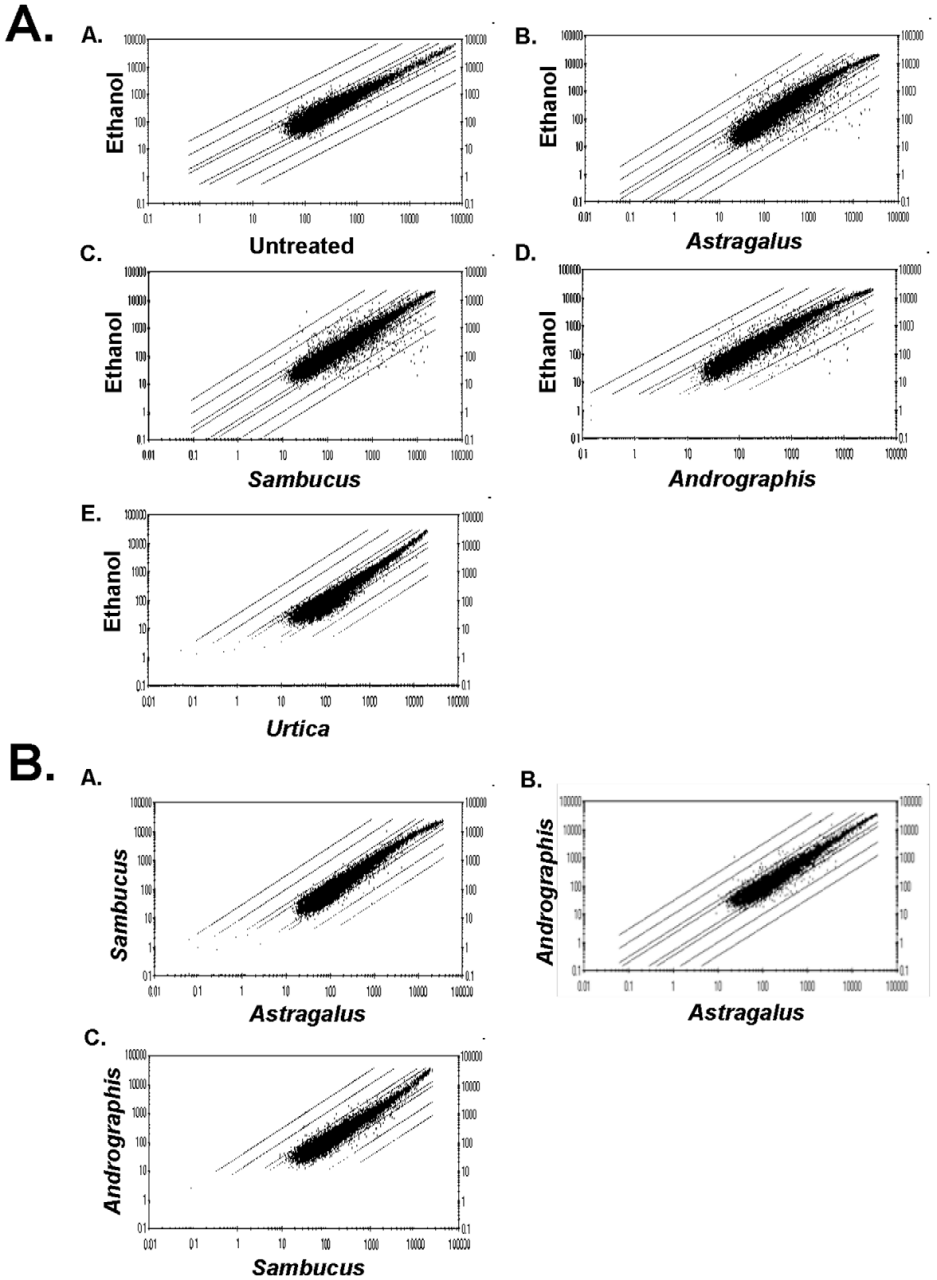
Scatter plot representation of botanical extract regulation of gene expression. Microarray analyzed gene data was plotted to compare gene expression differences between botanical and ethanol treatment of PBMCs (Part A). Each spot on the plots represents a specific gene. Only genes with present calls in both treatments are shown. The diagonal lines off the center represent 2-, 3-, 10-, and 30-fold levels of induction or repression of gene expression. Part B illustrates comparative analysis between different botanical treatments of PBMCs.

Although PBMCs represent the primary immune cells involved in cytokine production, other cell types may also be involved in the immune and inflammatory responses associated with these botanical extracts. Therefore the intestinal cell line, Caco2 cells, were used and changes in gene expression measured following treatment with the botanical extracts. Results demonstrated no dramatic changes in gene expression following treatment with any of the botanical extracts (data not shown). Since PBMCs are key cells involved in cytokine production, these results suggest that the active constituents in these botanicals may interact with cells in the PBMC population leading to changes in cytokine expression.

The microarray results from treated PBMCs were confirmed by quantitative real-time PCR (qPCR). Ten representative genes were selected from the microarray expression profiles and changes in the expression level confirmed using qPCR. All ten genes tested using qPCR showed comparable gene expression levels as those obtained in the microarray analysis (Table 1). 

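In the PBMC set I pair, IL1B was 108-fold higher with Astragalus, CXCL8, a neutrophil chemokine, 38.3-fold, the anti-inflammatory cytokine IL10 8.01-fold, CCL4, a chemokine for monocytes and T cells, 8.39-fold, and THBD, the endothelial anticoagulant thrombomodulin, 14.2-fold. The interferon-induced chemokine CXCL9 was 22.8-fold lower and the flagellin receptor TLR5 4.51-fold lower. OSM and the pantetheinase gene VNN1 had ethanol signals under the floor, and were at least 4.02-fold and at least 16.5-fold higher. Several of these genes have more than 1 probe set. A second probe set for CXCL8 gave 89.9-fold. With no floor, the ratios of the deposited signals were 28.0 and 38.5 for OSM, 21.9 and 122 for VNN1, and 14.2, 13.3 and 4.69 for THBD. For set II, CXCL8 was 2.0-fold higher, IL10 7.9-fold and CCL4 7.47-fold, TLR5 was 1.02-fold lower, and VNN1 was 2.86-fold lower, while second probe sets gave 4.59-fold higher for CXCL8 and 1.61-fold higher for VNN1. By limma over the 5 arrays, IL1B had a log2 difference of 5.20 (standard error 1.58, adjusted p = 0.848) and CXCL8 of 3.29 (standard error 1.42, adjusted p = 0.999 from limma).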

From our previous experience with microarray studies, significant variations between expression levels determined by microarray analysis or qPCR have not been observed [33].

**Table 1:** Quantitative real-time PCR (qPCR) verification of microarray data.

Gene	Microarray	qPCR
IL8	+89.9	+111.4 (+6.8)
IL1beta	+107.66	+137.2 (+7.1)
Oncostatin M	+38.97	+18.4 (+4.2)
IL10	+8.02	+4.9 (+2.3)
Vanin 1	+117.33	+147.0 (+7.2)
CCL4	+8.39	+16.0 (+4.0)
Thrombomodulin	+13.23	+14.9 (+3.9)
TLR5	−4.54	−4.0 (−2.0)
CXCL9	−25.0	−13.0 (−3.7)
IFNgamma	0	+1.4 (+0.5)

Select genes which were induced or repressed based on microarray data were verified using qPCR. Microarray values are listed as the fold-change following *Astragalus membranaceus* treatment relative to ethanol treatment. qPCR values are listed as the fold change (outside parentheses) and the change in the cycle threshold (C_t_) (inside parentheses) following *Astragalus* treatment relative to ethanol treatment (+  =  induction, −  =  repression).

In order to compare the gene expression profiles altered by the herbs, comparative scatter plots were done between the immunostimulatory herbs. As shown in Figure 1B (Plot A), the genes altered by *Sambucus* and *Astragalus* were very similar as indicated by a lack of diffuse scattering of the genes. 

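Astragalus array 2 and the Sambucus array had close signals for some strongly induced genes, though not for PTGS2. CXCL1 stood at 13837 with Astragalus and 14004 with Sambucus, TNFAIP6 at 8077 and 7273, and the growth factor EREG at 1511 and 1502. In direct comparison 38 genes were at least 3-fold higher with Astragalus, and 1 gene, CXCL6 (3.77-fold), was higher with Sambucus. Across 9048 genes, the log2 differences of the 2 arrays from the ethanol mean had a correlation of 0.808, where simulated unchanged arrays that share the ethanol arrays gave 0.248. Genes are not independent replicates. The simulation holds the shared ethanol arrays and no shared PBMC set. With a different ethanol array as control for each herb, the correlation was between 0.04 and 0.59.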

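MMP1 was 4.5-fold higher in Astragalus array 2 than in the Sambucus array, with signals of 766 and 170, and PTGS2 was 2.13-fold higher. The largest differences were in the zinc finger gene ZNF595 (9.19-fold), the small GTPase gene RASEF (7.47-fold), the tight junction gene CLDN19 (at least 5.33-fold) and SCD5, a fatty acid desaturase (4.87-fold). SPN, the leukocyte sialophorin gene, was 4.51-fold higher, while in the PBMC set I pair it was 1.38-fold higher and with Sambucus 3.26-fold lower than in ethanol array 2. Of the 223 genes at least 3-fold higher with Astragalus in the PBMC set I pair, 84 had a higher signal with Sambucus than with Astragalus. The count of genes at 3-fold between these 2 arrays rests on low signals, since 6 had a signal of at least 100 in both, a limit that was chosen after seeing the data.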

Treatment with *Astragalus* did lead to additional changes in gene expression as compared to *Sambucus*, indicated by a few genes induced 3–10 fold specifically by *Astragalus.* These *Astragalus* specific alterations occurred toward unique genes as well as to genes regulated by both *Astragalus* and *Sambucus* but were induced to a higher expression level following *Astragalus* treatment (Figure 2). More differences in gene expression were observed when comparing *Astragalus* to *Andrographis* or *Sambucus* to *Andrographis* (Figure 1B, Plot B and Plot C, respectively). 

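Astragalus array 2 had higher signals than the Andrographis array for MMP1 (at least 25.5-fold), SERPINB7 (at least 16.6-fold), the mucin gene MUCL1 (at least 15.5-fold), CA12, a carbonic anhydrase (15.1-fold), and VEGFA, an angiogenic factor (8.79-fold). Andrographis had higher signals for CXCL10 (at least 35.7-fold), FCN1 (9.7-fold) and MRC1 (8.12-fold). Sambucus exceeded Andrographis in CA12 (12.8-fold) and NEFH, a neurofilament gene (10-fold), and lay below it in CXCL10 (32.1-fold), the eosinophil chemokine CCL24 (16.7-fold) and HSD11B1, which activates cortisol (9.88-fold). At 3-fold, 63 genes were higher and 47 lower in Astragalus array 2 than in the Andrographis array, and 50 were higher and 41 lower with Sambucus than with Andrographis. The correlation across genes of the log2 differences from the ethanol mean was 0.690 for Astragalus and Andrographis and 0.721 for Sambucus and Andrographis, beside 0.253 and 0.250 in simulated unchanged arrays, and with a different ethanol array for each herb it lay between -0.12 and 0.49 and between 0.05 and 0.44.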

Again, the genes altered by these comparative herbs were similar, but each herb also induced a unique subset of genes (data not shown and Figure 2). This data suggests that immuno-stimulating herbs may consistently affect a common set of genes while also having additional unique effects on gene expression.

**Figure 2:**
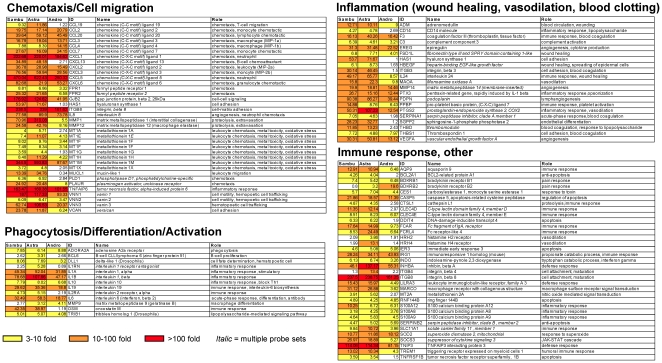
Host gene expression regulated by *Astragalus membranaceus* treatment of PBMCs. Genes were sorted based on a threefold (*P*<0.01) or greater level of induction for *Astragalus* treated PBMCs for 18 hours (Astra column). Only genes involved in the immune/inflammatory response are shown. Changes (n-fold) in expression level relative to those of ethanol-treated cells are shown within each box. Red boxes represent genes induced 100-fold or higher, orange boxes represent genes induced 10 to 100-fold, and yellow boxes represent genes induced 3 to 10-fold. Additional botanical treatments include *Sambucus cerulea* (Sambu column) and *Andrographis paniculata* (Andro column).

The cellular genes induced and repressed after treatment with *Astragalus* were identified as (a) those genes which lie outside the scatter plot profile of untreated vs. ethanol treatment (Figure 1A, Plot A) and (b) those genes which were altered in gene expression at least 3-fold compared to ethanol treatment alone. From our experience and others on microarray studies, a fold-change of 2.5 or higher is typically considered significant; so limiting our fold-change to 3-fold or higher provides strong confidence in the validity that the expression of these genes was truly being altered [33]. Following treatment of PBMCs with *Astragalus* extract, approximately 150 genes were induced (data not shown). 

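Targets of NF-kappaB, the transcription factor behind many inflammatory genes, were higher as a list in the PBMC set I pair, with a median log2 difference of 1.29 over 27 genes and 9 of them at 3-fold. PTX3, a secreted pattern recognition protein, had a log2 difference of 3.14 there, and the survival gene BCL2A1 was 4.04-fold higher. Proinflammatory cytokines had a median of 1.25 over 16 genes, with 6 at 3-fold, and CC chemokines of 0.49 over 11 genes, with 5 at 3-fold, while in set II the CC chemokines had a median of -0.02, with 3 higher and 1 lower at 3-fold. Over both Astragalus and all 3 ethanol arrays, 26 of 27 NF-kappaB targets had a positive log2 difference, with a median of 1.22 (adjusted p = 6.85e-17 from camera, adjusted p = 0.248 with an estimated correlation), and 2 were higher when adjusted over the list alone. All 13 proinflammatory cytokines tested were positive, with a median of 2.31 (adjusted p = 1.56e-11 from camera, adjusted p = 0.248 with an estimated correlation) and 6 higher over the list alone. CC chemokines had a median of 0.79 (adjusted p = 0.00307 from camera, adjusted p = 0.255 with an estimated correlation), with 3 higher over the list alone. All of these lists hold genes that the paper names from these samples, such as TNFAIP6, IL1B and CCL20, so their tests are not independent evidence. None of the genes of these lists passed over all genes, while with the replicate block 3 NF-kappaB targets, 2 proinflammatory cytokines and 2 CC chemokines did. These calls were kept with any 1 of the 5 arrays left out. The monocyte markers went both ways in this pair, with 5 of 13 higher and 3 lower at 3-fold.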

At least 65% of the genes that were induced by *Astragalus* are known to have functions involved in the immune/inflammatory response. Figure 2 (Astra column) shows the immune/inflammatory genes induced upon treatment with *Astragalus* extract.

Previous studies on *Astragalus* have suggested that treatment leads to (a) increased phagocytic activity of macrophages, (b) an increase in proinflammatory cytokines IL1, IL6 and TNF, and (c) an increase in levels of lymphocyte stimulatory IL2 and IL2 receptor expression [14], [21], [34], [35]. Immune and inflammatory uses of *Astragalus* include antimicrobial therapy [26], [27], [28], the treatment of leukemia and lung cancer [35], [36], [37], and wound healing [35], [38]. Based on literature and anecdotal evidence, *Astragalus* treatment may be associated with increased risk of bleeding, and blood pressure lowering effects [39], [40]. The genes induced in our study by *Astragalus* treatment agree well with these previous studies and the physiological effects of the herb on the body. In PBMCs, IL1alpha, IL1beta, IL6 and TNFalpha induced/interacting proteins (e.g., TNFAIP6) were highly induced, as well as genes involved in immune cell stimulation, chemotaxis, extravasation, and maturation/differentiation (Figure 2). In addition, genes involved in increased risk of bleeding (e.g., thrombomodulin, monoamine oxidase), regulation of blood pressure (e.g., adrenomedullin, prostaglandin endoperoxide synthase 2 [Cyclooxygenase-2], monoamine oxidase), and wound healing (epiregulin, fibronectin type III, heparin-binding EGF-like growth factor, interleukin 24) were identified (Figure 2). 

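IL1B went from a signal of 213 with ethanol to 22917 with Astragalus in the PBMC set I pair, IL6 from 41 to 2413, and IL1A, the membrane-bound form of interleukin 1, from the floor to 1093 (at least 36.4-fold). TNFAIP6 was 124-fold higher. Of genes of chemotaxis, CXCL2 was 29-fold higher, and of extravasation, VCAN, a matrix proteoglycan, had a log2 difference of 3.55, and of -2.59 in set II. The set II pair had IL1A 17.5-fold, IL1B 4.35-fold, IL6 21.8-fold and TNFAIP6 2.11-fold higher, beside ethanol signals of 163, 8724, 486 and 2212. Over the 5 arrays the log2 difference was 5.06 for IL1A (standard error 0.86, adjusted p = 0.349 from limma) and 5.69 for IL6 (standard error 1.21, adjusted p = 0.481 from limma), and both passed with the replicate block (adjusted p = 0.00759 each). The smallest fold of any pairing of arrays was 4.96 for IL6 and 2.63 for IL1B.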

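In the PBMC set I pair, MAOA, the monoamine oxidase that degrades amine transmitters, was at least 4.47-fold higher, ADM, which encodes the vasodilator adrenomedullin, 10.1-fold, and PTGS2 107-fold. Among genes of wound healing, EREG was 31.5-fold higher, FSD1L, which carries a fibronectin type III domain, at least 7.25-fold, the growth factor HBEGF 6.61-fold and the cytokine IL24 65.8-fold. Set II gave lower folds for most: MAOA was at least 3.82-fold, PTGS2 48.3-fold, EREG 6.25-fold and IL24 4.29-fold higher, FSD1L 1.58-fold, HBEGF 1.32-fold and ADM 1.02-fold. The paper's 10 measured genes of wound healing and angiogenesis had a median log2 difference of 3.23 in set I and 0.33 in set II, and its 6 genes of coagulation and blood pressure of 2.84 and 1.90. Over the 5 arrays the medians were 2.04 (adjusted p = 3.55e-08 from camera, adjusted p = 0.259 with an estimated correlation) and 2.37 (adjusted p = 6.22e-07 from camera, adjusted p = 0.248 with an estimated correlation). Adjusted over the list alone, 2 genes of the first list were higher, and of the second 4 were higher and 1 was lower. The study chose both lists from these samples, so they are not independent evidence.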

The effect of *Astragalus* on the expression of most of these genes has not been previously shown, and may provide new insight into the physiological effects of this herb.

In support of the comparative scatter plots (Figure 1B), a very similar set of genes regulated by the *Astragalus* extract was also regulated by the *Sambucus* extract (Figure 2, compare Astra column to Sambu column). This suggests that similar physiological activities are present in both botanical extracts, however, the active components may still be unique (i.e., conservation of function with diverse chemical constituents). 

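Of the 223 genes at least 3-fold higher with Astragalus in the PBMC set I pair, 172 were also at least 3-fold higher by fold alone with Sambucus against the same ethanol array, and 216 lay above it. The median fold of these genes was 5.07 with Astragalus and 4.87 with Sambucus. IL6 was 32.5-fold higher with Sambucus, PTGS2 50.3-fold, CXCL8 24.5-fold, IL24 49.2-fold and THBD 9.6-fold. Counted with the minimum signal, 168 higher and 95 lower genes were shared by both herbs. A shared control array produces overlap by itself, and simulated unchanged arrays against 1 ethanol array shared 118 of 443 higher and 179 of 445 lower genes, lists that are longer than those of the herbs. Against every ethanol array 44 higher and 14 lower genes were shared, and with a different ethanol array for each herb between 57 and 139 higher and between 22 and 87 lower. From the shared genes, the paper proposes that both extracts hold similar physiological activities, whose active components may be unique.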

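Over the 223 genes at least 3-fold higher with Astragalus in the PBMC set I pair, the median fold with Andrographis against the same ethanol array was 2.90, and 109 of the genes were at 3-fold. The folds with Andrographis were 18.8 for IL6, 8.58 for IL24, 3.38 for THBD, 9.38 for SOCS3, a feedback inhibitor of cytokine signalling, and 28.6 for CXCL3. Of the 223 genes 203 were above ethanol array 2 and 29 above Astragalus. Shared at 3-fold with Astragalus were 106 higher and 55 lower genes against ethanol array 2, 11 and 4 against every ethanol array, and with different ethanol arrays between 24 and 84 higher and between 7 and 48 lower. Markers of monocytes had a median log2 difference of 0.14 with Andrographis and 0.01 with Sambucus, and both values turn negative with quantile normalization, at -0.03 and -0.15.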

Treatment of cells with the *Andrographis* extract also altered many genes in common with *Astragalus*, but overall, the level of induction of genes regulated by Andrographis was lower (Figure 2, Andro column).

Monocytes represent a significant percentage of cells present in the PBMC population. They can mature into macrophages or differentiate into dendritic cells (DCs) upon migration into tissues. Monocytes that have matured into macrophages become more adherent to tissue culture surfaces and increase expression of CD11/CD18 integrins [41], [42]. To test for monocyte maturation, PBMCs were treated with Astragalus extract and assayed for the effect on cell attachment. As shown in Figure 3A (upper panels), treatment of PBMCs with Astragalus extract led to an increase in adherent cells. Quantitatively, the number of adherent cells was increased approximately 15-fold. These results suggest that treatment of PBMCs with an immuno-stimulating herb, such as Astragalus, not only increases the transcription of immune related genes, but that these gene products are inducing immune cell maturation and/or differentiation. It is known that IL4 and GM-CSF mature monocytes towards DCs and that IL6 directs monocyte maturation primarily towards macrophages [43]. 

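IL6 was 58.3-fold higher with Astragalus in the PBMC set I pair of arrays, while IL4, a cytokine of Th2 cells, lay at the floor in both arrays. In the PBMC set II pair IL4 was also near the floor, with a signal of 32 with Astragalus. CSF1, the growth factor of the macrophage lineage, was 1.32-fold higher in set I and more than 3-fold higher in set II. It is not the gene of GM-CSF, which is CSF2 and for which no value is given here. With all arrays of these groups counted, IL4 lay at the floor in the 3 ethanol arrays.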

Upon treatment of PBMCs with Astragalus extract, IL6 expression was highly up-regulated (Figure 2), whereas IL4 expression and GM-CSF was unchanged. These results suggest that the monocyte maturation observed upon treatment with Astragalus extract may be directed toward a macrophage lineage. This is in agreement with previous data in which the isolated APS polysaccharide from Astragalus was shown to induce macrophage activation [44]. To investigate if this monocyte maturation was due to a direct effect of the extract on monocytes, monocyte to macrophage maturation following treatment with Astragalus extract was tested using the THP-1 monocyte cell line. Treatment of these cells with the Astragalus extract led to no significant increase in adherent cells as compared to untreated or ethanol treated cells suggesting the lack of a direct effect of the extract on monocyte to macrophage maturation (Figure 3A, lower panels). The maturation of monocytes observed in the PBMC population may be linked to cytokines released from other responder cells present in the PBMC population (e.g., T helper cells). To test for this, the cell-free culture media from untreated or Astragalus treated PBMCs (24 hours post treatment) was added to THP-1 cells. As shown in Figure 3B, an increase in adherent cells was observed in the THP-1 cells treated with the cell-free media from Astragalus treated PBMCs but not from untreated PBMCs. As a control, the cell-free media from PMA-treated PBMCs was added to THP-1 cells. Similar increases in adherent cells were observed using either cell-free media from PMA or Astragalus treated cells (Figure 3B). These results suggest that the Astragalus induced monocyte maturation in the PBMC population was due to a secondary effect following the release of cytokines from responder cells.

**Figure 3:**
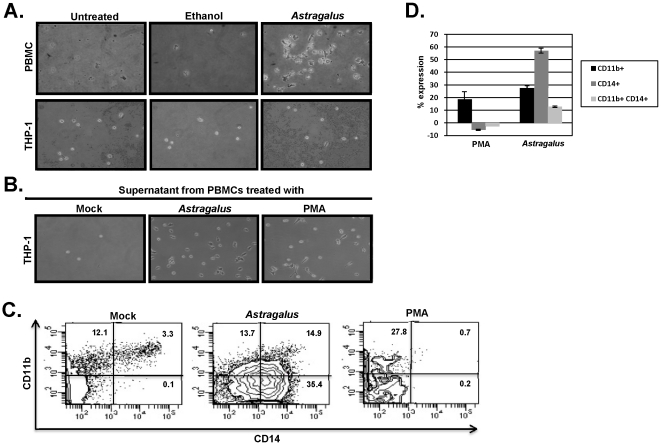
*Astragalus membranaceus* treatment of PBMCs led to monocyte maturation. Part A) PBMCs (upper panels) or the monocyte cell line THP-1 (lower panel) were untreated, treated with ethanol (25%), or treated with *Astragalus* extract for 18 hours. Following treatment, unattached cells were removed and the remaining attached cells photographed. Part B) PBMCs were untreated or treated with *Astragalus* extract or PMA for 18 hours. After 18 hours, the cell culture media was removed and cells pelleted by centrifugation. The cell-free culture media was added to THP-1 cells for an additional 24 hours. Following treatment, unattached cells were removed and the remaining attached cells photographed. Part C) Cell-free media from mock-, Astragalus, or PMA-treated PBMCs was added to THP-1 cells and incubated in uncoated plastic dishes. After 48 hours, cells were washed and stained with fluorochrome-conjugated antibodies specific for CD14 and CD11b followed by flow cytometry analysis. Part D) Cell-free media obtained from PBMCs isolated from two patients were used to treat THP-1 cells and analyzed for CD14 and CD11b expression as in Part C. Values indicated represent total CD14 cells, total CD11b cells and CD14/CD11b double-positive cells. Data was normalized to mock-treated samples.

Maturation of THP-1 cells by cell-free media was further monitored by the expression of CD14 antigen and by expression of the β2 integrin component, CD11b, both of which are upregulated when this promonocytic cell line differentiates into mature monocyte/macrophage-like cells [45]. Incubation of THP-1 cells with cell-free media from mock-treated PBMCs resulted in 15.4% of cells expressing CD11b while incubation with cell-free media from either Astragalus- or PMA-treated PBMCs resulted in 28.5% or 28.6%, respectively, of cells expressing CD11b. It has been previously shown that the presence of adhesion-associated molecules on monocytes does not necessarily correlate with adherence to a substrate, but that adherence requires intracellular signaling which conformationally activates the adhesion molecule [46]. Mock-treated THP-1 cells may therefore express an inactive form of CD11b that does not mediate adherence (Figure 3C). Incubation of THP-1 cells with cell-free media from mock- or PMA-treated PBMCs resulted in 3.4% and <1% of cells expressing CD14, respectively. Incubation with cell-free media from Astragalus-treated PBMCs resulted in expression of CD14 in 50.3% of the cells. In addition, extracts from *Astragalus*-treated PBMCs caused a 4.5-fold increase in the percentage of double-positive cells expressing both CD14 and CD11b as compared to mock-treated PBMCs. Figure 3D shows averaged levels of expression of total CD14 or CD11b positive cells and CD14+CD11b+ double positive cells, normalized to mock levels, from PBMCs isolated from two different patients. Although cell-free media from both *Astragalus*- and PMA-treated PBMCs induced maturation as measured by cell adhesion and an increase in percentages of total CD11b+ cells, only media from *Astragalus*-treated PBMCs induced expression of CD14.

In general, the cytokine gene profile induced following treatment with *Astragalus* was not strongly directed toward either a Th1 or Th2 response, but rather a more generalized or preparative immune/inflammatory response (see Figure 2). Most genes involved in defining a Th1 or Th2 response remain unchanged (eg. Th1: IFNgamma, IL18, SOCS1, STAT1, CSF2; Th2: IL13, IL4, IL5, ICOS). However, gene expression profiles have been defined regarding human monocyte to macrophage maturation and polarization toward M1 or M2 phenotypes [47]. 

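SOCS1, a feedback inhibitor of cytokine signalling, was 3.23-fold higher with Astragalus in the PBMC set I pair and 2.73-fold in the set II pair, and ICOS, a T cell costimulator, 1.38-fold and 1.48-fold higher. IFNG, the main Th1 cytokine, was at least 1.07-fold and 1.27-fold higher, and IL18, which induces it, at least 1.02-fold higher and 1.84-fold lower. IL13, a Th2 cytokine, was 1.61-fold lower in set II and near the floor in set I, and IL5, another Th2 cytokine, lay at the floor in all 11 arrays. With a signal of at least 100 in 2 or more arrays, 2 genes of the paper's Th1 list and 2 of its Th2 list could be compared in the pairs. The Th1 median was 1.39 in set I and 2.23 in set II, and the Th2 median 0.23 and -0.06, the former turning to -0.02 with quantile normalization. Across the 5 arrays the Th1 list had a median of 1.53 (adjusted p = 0.00586 from camera, adjusted p = 0.248 with an estimated correlation), with 1 gene higher when adjusted over the list alone. SOCS1 had a log2 difference of 1.30 (standard error 0.42, adjusted p = 0.883 from limma) and ICOS of -0.06 (standard error 0.59, adjusted p = 0.999 from limma). The study named both lists, so they are not independent evidence.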

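Markers of M1 macrophages were mostly higher with Astragalus and markers of M2 macrophages mostly lower, and 3 interferon-induced chemokines of the M1 type went the other way in the PBMC set I pair. INHBA, a subunit of activin, had a log2 difference of at least 4.72 in set I, where ethanol lay at the floor, and of 3.41 in set II, IDO1, which degrades tryptophan, of 2.75 and 0.34, and CCL20, a chemokine for dendritic and Th17 cells, was at least 20.3-fold and 44.3-fold higher. CXCL10 had a log2 difference of -7.02 or lower in set I, where Astragalus lay at the floor, and of -0.07 in set II, CXCL9 of -4.51 and 0.16, and CXCL11 of -3.42 or lower, again with Astragalus at the floor, and of 1.05. Of the fixed M1 list, 16 of 31 genes were at least 3-fold higher and 3 lower in set I, and 15 and 1 in set II. Of the M2 list, 3 of 26 were higher and 11 lower in set I, and 3 and 7 in set II. Over the 5 arrays the M1 list had a median of 1.76 (adjusted p = 2.50e-11 from camera, adjusted p = 0.248 with an estimated correlation) with 13 genes higher when adjusted over the list alone, and the M2 list of -1.77 (adjusted p = 1.22e-09 from camera, adjusted p = 0.248 with an estimated correlation) with 1 higher and 4 lower over the list alone. Of 28 measured genes of Figure 4, 19 (67.9%) had a difference in the M1 direction in set I and 23 (82.1%) in set II, with 15 and 11 of them at 3-fold. In set I 4 of the genes lay at the floor in both arrays. SELENOP was scored in opposite ways here. In the count of Figure 4 its fall in set I (-5.79 or lower) was against the M1 direction. In the M2 list the same fall counts as an M2 marker lower. The share in the M1 direction therefore depends on how such genes are assigned. Values of Figure 4 come from these samples, so the tests of the M1 and M2 lists, which share genes with it, are not independent evidence. Markers of monocytes, some of which serve as M2 markers, had a median of -2.84 in set II and went both ways in set I.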

As shown in Figure 4, the gene expression profile of *Astragalus* treated PBMCs follows an M1 polarization (with both induced and repressed genes) with 83% of the genes defining the polarization of M1/M2 macrophage matching that of an M1 lineage. In agreement with this, COX-2 which was highly induced following treatment with *Astragalus* (Figure 2), has long been associated and induced in M1 macrophages [48]. Likewise, COX-1, which is up-regulated in M2 macrophage [47], was slightly repressed following *Astragalus* treatment (data not shown). These results suggest that *Astragalus* treatment matured monocytes toward an M1 polarization.

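PTGS1, which encodes the constitutive cyclooxygenase COX-1, was 2.57-fold lower with Astragalus in the PBMC set I pair and 2.78-fold lower in the set II pair, with signals of 96 and 248 in set I and of 176 and 490 in set II. It was 2.57-fold lower with Sambucus and 1.47-fold lower with Andrographis against ethanol array 2. By limma over the 5 arrays its log2 difference was -1.38 (standard error 0.45, adjusted p = 0.887). From the genes of Figure 4 and the opposite changes of COX-2 and COX-1, the paper proposes that Astragalus matured monocytes toward an M1 polarization.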

**Figure 4:**
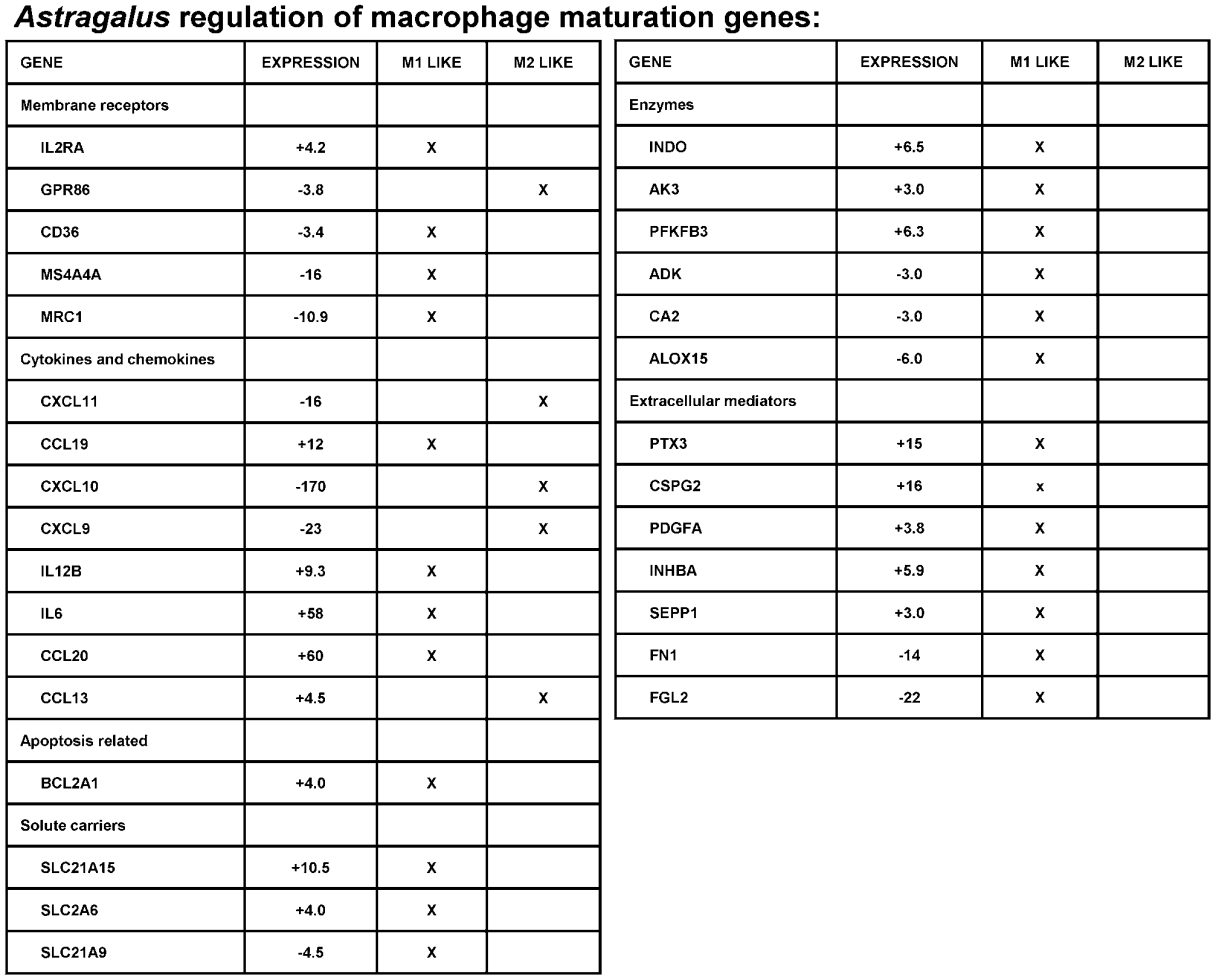
Transcriptional profiling of M1/M2 macrophage polarization induced by *Astragalus membranaceus.* Human genes involved in defining M1/M2 polarization are shown [47]. The transcriptional regulatory effect of each gene following treatment of PBMCs with *Astragalus* extract is indicated (‘Expression’ column), with positive values representing increased expression, and negative values representing repressed expression. The ‘X’ (in the ‘M1 like’ or M2 like' column) indicates that the change in gene expression (induced or repressed) following *Astragalus* treatment was similar to that previously observed following monocyte maturation to either an M1-like or M2-like macrophage polarization.

Since the microarray data presented thus far represents treatment of a single population of PBMCs from a commercial source (Lonza, Inc. [identified as PBMC set I]), we wanted to confirm that similar gene modulation would occur in fresh human PBMCs. Fresh PBMCs were obtained and purified as described in the Materials and Methods (identified as PBMC set II). Following treatment of these cells with *Astragalus* extract, 123 genes were found to be induced (Figure 5A, PBMC set II), giving a similar response as that observed with the commercially obtained PBMCs, PBMC set I (146 genes induced). 

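PTGS2 and MMP1 were among the genes most strongly higher with Astragalus in the PBMC set II pair, MMP1 at 67.3-fold, and so were the interleukin 1 family cytokine IL36G at 41.8-fold and the neutrophil growth factor CSF3 at 25.9-fold. Proinflammatory cytokines were higher as a list, with a median log2 difference of 3.15 and 13 of 16 genes at 3-fold. Markers of monocytes had a median of -2.84 in the same pair, with 12 of 13 at least 3-fold lower. TNF, a proinflammatory cytokine, was 8.05-fold higher. In this pair 409 genes were at least 3-fold higher and 370 lower. With a signal of at least 100 in both arrays, a limit chosen after seeing the data, 75 were higher and 144 lower, beside 88 and 55 in set I. Against ethanol arrays 2 and 3 the same Astragalus array gave 1586 and 1622 genes higher, and 517 and 619 lower.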

Like PBMC set I, the genes induced in PBMC set II primarily had an immune/inflammatory role (65% vs. 62%, respectively). Although many of the inflammatory genes induced were different between the two PBMC populations, over 30% of the induced genes were identical. This level of identity is high given that the PBMCs were from different individuals and obtained from fresh vs. frozen. 

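At 3-fold, 57 genes were higher with Astragalus in both PBMC sets, among them IL1A, IL6, CXCL1, CXCL2, CCL20 and PTGS2, where 8.13 would be shared if the sets were independent. The shared genes made up 25.6% of those higher in set I, 13.9% of those in set II and 9.91% of their union. Lower in both were 42 genes, FCN1, MRC1 and FBP1 among them, with 4.15 under independence. Higher in set I and lower in set II were 25 genes, with 7.35 under independence, and 0 went the reverse way. Across 9658 genes the log2 differences of the 2 pairs had a correlation of 0.227. With a signal of at least 100 in both arrays, chosen after seeing the data, 15 higher genes were shared of 88 in set I and 75 in set II. Each PBMC set holds 1 pair of arrays. The paper calls the shared level high in view of PBMCs that came from different individuals and were fresh in set II and frozen in set I.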

The genes commonly induced are likely many of the key players involved in the known physiological responses to *Astragalus* including those involved in immune cell activation, differentiation and chemotaxis (eg. CCL3, CCL4, CXCL1, CXCL2, CXCL3, IL1alpha, IL1beta, IL6 and IL8), as well as wound healing and blood coagulation (eg. coagulation factor III, prostaglandin endoperoxide synthase 2, thrombomodulin, and IL24) (see Figure 5B, panel A).

**Figure 5:**
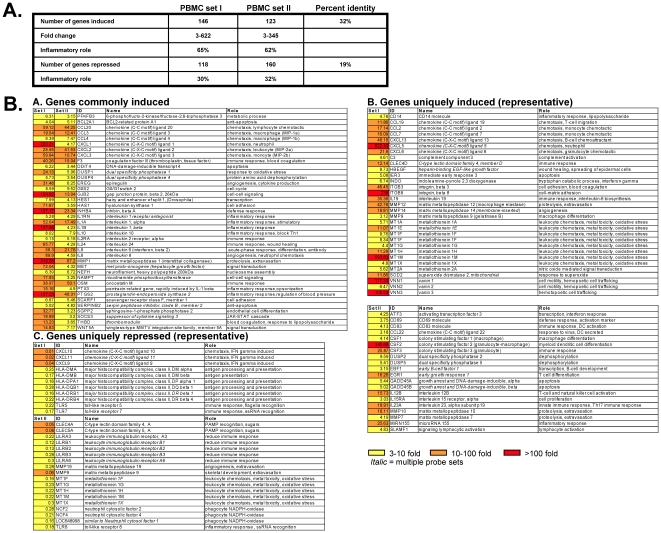
Different PBMC isolates led to similar changes in gene expression following treatment with *Astragalus membranaceus.* Commercially available (PBMC set I) or fresh PBMCs (PBMC set II) were treated with *Astragalus* extract for 18 hours. Genes were sorted based on a threefold (*P*<0.01) or greater level of induction or repression relative to ethanol-treatment. Part A represents the overall comparison of genes regulated between PBMC set I and PBMC set II. For Part B, specific immune/inflammatory genes commonly or uniquely altered in expression following *Astragalus* treatment of PBMC set I and PBMC set II are shown. Changes (n-fold) in expression level relative to those of ethanol-treated cells are shown within each box. Red boxes represent genes induced 100-fold or higher, orange boxes represent genes induced 10-100-fold, and yellow boxes represent genes induced 3-10-fold.

Genes that were induced in only one of the PBMC sets are likely related to human to human genetic variations and/or physiological state of the individual at the time of the blood draw. Many of the uniquely induced genes represented functional families of genes. For example, in PBMC set I following treatment with *Astragalus*, several metallothioneins, vanins, and integrins were induced (Figure 5B, panel B). 

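All 7 metallothioneins, which bind zinc and copper, were at least 3-fold higher with Astragalus in the PBMC set I pair, with a median log2 difference of 3.06, and 4 of 7 were at least 3-fold lower in the set II pair, with a median of -1.98. MT2A was 5.62-fold higher and 2.28-fold lower, and MT1E 11.1-fold higher and 2.78-fold lower. VNN1 and VNN2, the vanins, which release vitamin B5 from pantetheine, had a median of 3.37 in set I and -0.91 in set II. Of the integrins, ITGB3 was at least 3.41-fold higher in set I, and ITGB8 was 2.93-fold higher in set II. The signals differed between the ethanol arrays as well, since MT1H stood at 201 in ethanol array 2 and at 6972 in ethanol array 1, and at 2269 and 1533 in the Astragalus arrays of the same pairs. Across the 5 arrays metallothioneins had a median of 1.11 (adjusted p = 0.0312 from camera, adjusted p = 0.586 with an estimated correlation), a call that was lost without ethanol array 2 (0.20, adjusted p = 0.569), ethanol array 3 (0.65, adjusted p = 0.225) or Astragalus array 2 (1.08, adjusted p = 0.19), and with the replicate block (0.65, adjusted p = 0.198). Vanins had a median of 1.79 (adjusted p = 0.0237 from camera, adjusted p = 0.355 with an estimated correlation), lost without ethanol array 2 (1.43, adjusted p = 0.0776), ethanol array 3 (1.23, adjusted p = 0.0558) or Astragalus array 2 (0.90, adjusted p = 0.354), and with the replicate block (1.23, adjusted p = 0.121). Of both lists 0 genes passed when adjusted over the list alone. Both families were named by the study from these samples, so these tests are not independent evidence.

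**Figure D2:**
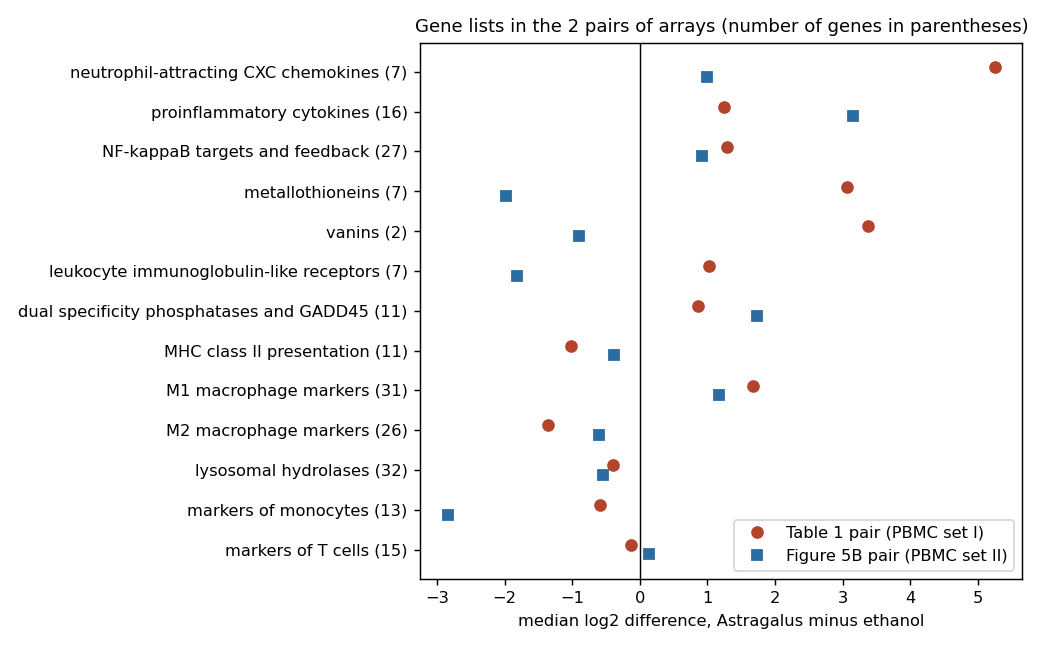
Median log2 difference between Astragalus and ethanol of 13 gene lists in the PBMC set I pair (circles) and the PBMC set II pair (squares), with the number of genes of each list in parentheses. Metallothioneins lie at 3.06 in set I and at -1.98 in set II, and markers of monocytes at -0.59 and -2.84.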

In PBMC set II, these gene families remained primarily unchanged, however gene families including colony stimulating factors, dual specific phosphatases, and growth arrest and DNA-damage inducible were induced. 

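CSF1 was 4.14-fold higher with Astragalus in the PBMC set II pair, and CSF3 was at least 2.1-fold higher in the set I pair. For CSF2, which the paper names as well, no value is given here. Among dual specificity phosphatases, which switch off MAP kinases, DUSP2 was 9.59-fold higher in set II and 2.03-fold in set I, DUSP5 5.41-fold and 2.39-fold, DUSP4 3.54-fold and 4.7-fold, and DUSP1 5.96-fold and 11.2-fold. GADD45A was 5.44-fold higher in set II and 1.72-fold in set I, and GADD45B 3.31-fold and 1.5-fold. The list of these phosphatases and GADD45 genes had a median log2 difference of 1.73 in set II, with 6 of 11 genes at 3-fold, and of 0.86 in set I, with 2. Over the 5 arrays its median was 1.22 (adjusted p = 3.55e-08 from camera, adjusted p = 0.249 with an estimated correlation), and 2 genes were higher when adjusted over the list alone. The study named these gene families from these samples, so the list is not independent evidence. The difference between the sets was not tested.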

Notably, PBMC set II also led to the unique induction of CD69, early growth response 1 and microRNA 155 which are all key proteins involved in the inflammatory response (Figure 5B, Panel B). Previous studies demonstrate that considerable natural variation in gene expression levels exists within and among human populations [49]. When they compared individuals, gene expression variations occurred in an estimated 83% of genes. Genes which are differentially expressed among populations may be particularly relevant as candidates for disease, or in our studies, for differences in the immune response.

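FCN1 was 15.2-fold lower with Astragalus in the PBMC set I pair and at least 85-fold lower in the set II pair, and MRC1 10.9-fold and 9.64-fold lower. In set II the matrix protein TGFBI was at least 112-fold lower, AIF1, a calcium-binding protein of macrophages, 65.7-fold, STAB1, a scavenger receptor of macrophages, at least 37.4-fold and MPEG1, a pore-forming protein of macrophages, 25.7-fold. In set I SERPING1, the inhibitor of complement C1, was 14.1-fold lower. Of 13 markers of monocytes, FCN1 and MPEG1 among them, 12 were at least 3-fold lower in set II, while in set I 3 were lower and 5 higher. By limma over the 5 arrays, FCN1 had a log2 difference of -5.39 (standard error 0.88, adjusted p = 0.349) and TNS1, which links integrins to actin, of -3.01 (standard error 0.52, adjusted p = 0.363 from limma), and with the replicate block the adjusted p was 0.0241 and 0.0279.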

We also identified over 100 cellular genes which were repressed in expression levels after treatment with *Astragalus* (Figure 5A). In this data set, the majority of the genes (approximately 70%) were *not* directly involved in the inflammatory/immune response, but were genes involved in metabolic pathways such as lipid and carbohydrate metabolism (e.g. fructose-1,6-biphosphatase 1, fucosidase, lipase A, and alpha galactosyltransferase 1). This data supports the concept that these herbs are involved in the induction of a systemic inflammatory and immune response. 

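FBP1 was 4.09-fold lower with Astragalus in the PBMC set I pair and 6.73-fold lower in set II, and FUCA1, which removes fucose from glycoproteins in the lysosome, 3.98-fold and 36-fold lower. LIPA, the lysosomal lipase, was 5.0-fold and 2.22-fold lower. Of 32 lysosomal hydrolases tested, 5 had a positive log2 difference over the 5 arrays and the median was -0.59 (adjusted p = 4.14e-08 from camera, adjusted p = 0.248 with an estimated correlation), with 0 lower when adjusted over the list alone. The list had a median of -0.39 in set I, with 2 genes at least 3-fold lower, and of -0.55 in set II, with 6, where the monocyte markers had a median of -2.84. By limma the log2 difference was -2.13 for FBP1 (standard error 0.40, adjusted p = 0.428, and 0.0491 with the replicate block), -3.49 for FUCA1 (standard error 0.85, adjusted p = 0.670) and -2.07 for LIPA (standard error 0.92, adjusted p = 0.999).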

Again, when PBMC set I and PBMC set II were compared, similar numbers and percentages of genes were repressed (Figure 5A), but for those genes involved in the inflammatory response, specific gene families to each PBMC set were repressed. For PBMC set I, several major histocompatability complex class II genes were repressed (Figure 5B, panel C). 

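Genes of MHC class II presentation were lower as a list with Astragalus in the PBMC set I pair, with a median log2 difference of -1.02 over 11 genes. HLA-DMB and HLA-DMA, which load peptides onto class II molecules, were 5.73-fold and 4.05-fold lower, HLA-DPB1 2.39-fold, HLA-DRA 1.87-fold and the invariant chain CD74 1.79-fold. In the PBMC set II pair the median was -0.38, HLA-DMB was 1.31-fold lower and HLA-DMA 1.55-fold. At 3-fold, 3 of 11 genes were lower in set I and 1 in set II. Over the 5 arrays the median was -0.85 with 2 of 11 genes positive (adjusted p = 0.000486 from camera, adjusted p = 0.355 with an estimated correlation), and 0 genes were lower when adjusted over the list alone. Since the study named this family from these samples, the test over the 5 arrays is not independent evidence. Markers of monocytes, which present antigen, went both ways in set I, with values from -3.93 to 3.55.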

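CLEC4A and CLEC7A, C-type lectins of myeloid cells, were 19.7-fold and 18-fold lower with Astragalus in the PBMC set II pair, and CLEC5A 13.3-fold. LILRB2, an inhibitory receptor for MHC class I, was 7.61-fold lower, LILRB1 3.54-fold and LILRB3 3.57-fold, and NCF1, a subunit of the NADPH oxidase, 6.24-fold. Markers of monocytes, which express these genes, had a median log2 difference of -2.84 in the same pair. In the PBMC set I pair LILRB1 was 2.04-fold higher, NCF1 1.23-fold higher and CLEC7A 3.95-fold lower. Leukocyte immunoglobulin-like receptors had a median of -1.82 in set II, with 4 of 7 at least 3-fold lower, and of 1.03 in set I. C-type lectins had a median of 0.00 in set II, with 3 of 9 lower, and of -0.15 in set I, with 2 higher and 2 lower. The NADPH oxidase list had a median of -1.18 in set II and 0.04 in set I, the latter at -0.02 with 75th percentile scaling. C-type lectins, leukocyte immunoglobulin-like receptors and neutrophil cytosolic factors were named by the study from these samples. Tests of these lists on the same arrays are therefore not independent evidence. Across the 5 arrays C-type lectins had a median of -0.89 (adjusted p = 0.0214 from camera, adjusted p = 0.249 with an estimated correlation, 1 lower over the list alone), a call lost without ethanol array 3 (-0.41, adjusted p = 0.0682) and with the replicate block (-1.10, adjusted p = 0.0626). The NADPH oxidase median was -0.89 (adjusted p = 0.0237 from camera, adjusted p = 0.355 with an estimated correlation), lost without ethanol array 1 (-0.21, adjusted p = 0.165) or Astragalus array 1 (0.05, adjusted p = 0.504). Leukocyte immunoglobulin-like receptors were not called (median -0.34, adjusted p = 0.337), but were lower without ethanol array 2 (-0.43, adjusted p = 0.0434) or Astragalus array 2 (-1.37, adjusted p = 0.000565) and higher without Astragalus array 1 (0.34, adjusted p = 0.00774).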

For PBMC set II, repressed gene families included leukocyte immunoglobulin receptors, C-lectin domain family members, neutrophil cytosolic factors and metallothioneins (Figure 5B, panel C). At this time, it is difficult to speculate on what role the suppression of these inflammatory gene families may play in the physiological effects of *Astragalus.*

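For the time course, 1 array each was hybridized with RNA of cells treated with Astragalus for 3 h and for 8 h, beside the 2 Astragalus arrays at 18 h. All 3 ethanol arrays are labelled 18 h, so the time in culture differs between the 3 h and 8 h arrays and any control used here. Values were made as for the other arrays, and each time was set against each ethanol array in turn. The median signal was 36.2 in the 3 h array and 71.2 in the 8 h array, and 44.9% and 28.0% of the probe sets lay under the floor. Scaling to the 75th percentile in place of the trimmed mean moved the median gene by 0.20 (log2) between the 3 h array and ethanol array 1 and by 0.23 between the 8 h array and ethanol array 3. The paper's text does not name the ethanol array behind Figure 6. For 23 genes of Figure 6C, the presence or absence of a 3-fold induction matched the figure for 18 at 3 h, 21 at 8 h and 21 at 18 h with ethanol array 1 and Astragalus array 1. The other ethanol arrays matched fewer.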

In order to further understand the temporal effect of *Astragalus* treatment on immune cells, PBMCs were treated with the botanical extract and microarray analysis performed on RNA samples prepared at 3, 8 and 18 hours post treatment. Figure 6A shows scatter plot representation of gene expression levels of ethanol treated PBMCs in comparison to cells treated with the *Astragalus* extract for the indicated times. As shown, the cellular transcriptional response to the herbal extract was rapid with a dramatic induction/repression of several hundred genes by 3 hours post treatment (Figure 6A, panel A). 

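By 3 h with Astragalus, CCL20 was at least 72.1-fold higher than in each of the 3 ethanol arrays, IL1A at least 61-fold, F3, the tissue factor that starts coagulation, at least 37.3-fold, and CREM, a transcription factor of the cyclic AMP response, at least 12.3-fold. Lower against each of them were FPR3 (at least 44.4-fold), FUCA1 (at least 40.3-fold) and GPNMB, a glycoprotein of macrophages (at least 37-fold). Immediate early genes, which are transcribed within minutes of stimulation, had a median log2 difference of 1.24, 1.15 and 0.83 from ethanol arrays 1, 2 and 3, and NF-kappaB targets of 0.98, 2.04 and 1.95. At 3-fold, 622 genes were higher and 1383 lower than in ethanol array 1, 383 and 616 than in ethanol array 2, and 521 and 794 than in ethanol array 3. Against all 3 ethanol arrays 460 genes differed, and 752 without ethanol array 1. Markers of monocytes had a median of -1.01, -1.36 and -1.70 against ethanol arrays 1, 2 and 3, markers of NK cells of 1.18, 1.73 and 4.95, and markers of erythroid cells of 1.16, 3.67 and 4.42.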

By 8 and 18 hours post treatment, fewer genes were induced/repressed, but still represented 100–200 genes (Figure 6A, panels B and C). 

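At 8 h MMP1 was at least 26.5-fold higher than in each ethanol array, CXCL2 at least 24-fold, IL6 at least 19.7-fold and IL36G at least 17.6-fold. The mannose receptor MRC1 was at least 64.9-fold lower, AIF1 at least 41.9-fold and TLR8, a receptor for RNA, at least 35.1-fold. Markers of monocytes had a median log2 difference of -3.26, -3.17 and -3.51 from ethanol arrays 1, 2 and 3, markers of NK cells of 0.33, 1.31 and 4.76, markers of erythroid cells of 1.01, 3.70 and 3.72, and proinflammatory cytokines of 1.83, 3.66 and 3.39. Against ethanol array 1, 1048 genes differed by 3-fold at 8 h, and 779 and 931 at 18 h in Astragalus arrays 1 and 2, beside 2005 at 3 h. Against ethanol array 2 the totals were 2772 at 8 h, 2103 and 349 at 18 h and 999 at 3 h, and against ethanol array 3 they were 2881, 2241 and 612, and 1315. With a signal of at least 100 in both arrays, chosen after seeing the data, 787 genes differed at 3 h from ethanol array 1, 275 at 8 h and 219 at 18 h in Astragalus array 1. Against all 3 ethanol arrays 561 genes differed at 8 h, and 2128 without ethanol array 1. In Astragalus array 1 at 18 h 419 differed, and 1610 without ethanol array 1.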

The induction of genes by *Astragalus* was biphasic with different families of genes being induced at different times post treatment. As shown in Figures 6B and 6C, at 3 hours post treatment, there was a predominance of genes (approximately 40%) involved in transcriptional, translational and signal transduction processes with only 26.6% of genes having an inflammatory role. However, by 8 and 18 hours post treatment, approximately 70% of the genes induced were involved in the immune/inflammatory response (Figure 6B and 6C). 

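CCL4 had a signal of 22120 after 3 h of Astragalus, 19960 after 8 h, and 17105 and 6451 in the 2 arrays at 18 h, beside 2290, 769 and 436 in the ethanol arrays. CCL20 stood at 10034, 2133, and 5102 and 609, beside 115, 30 and 139. IL6 stood at 14933, 9598, and 10581 and 2413, and IL1B at 29185, 27258, and 37986 and 22917. IL1B was 3.35-fold higher at 3 h than in ethanol array 1, 137-fold higher than in ethanol array 2 and 105-fold higher than in ethanol array 3. Of the 137 genes at least 3-fold higher than in every ethanol array at 3 h, 35 were also higher at 8 h, 28 in Astragalus array 1 at 18 h, and 21 at all of these. In all 4 Astragalus arrays 10 were higher: BCL2A1, C11orf96, CCL20, CXCL2, CXCL3, EREG, IL1A, IL6, OSM and PTGS2.

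**Figure D3:**
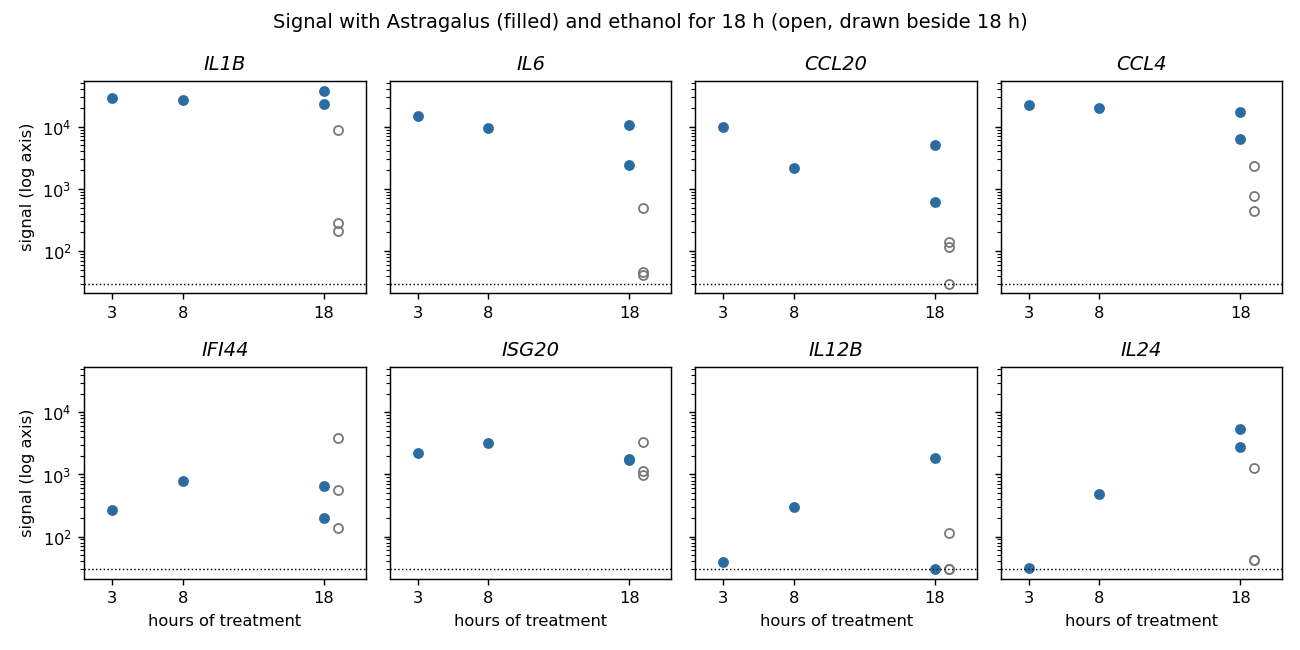
Signal intensity (log axis) of 8 genes against hours of treatment with Astragalus (filled points, 1 per array) and in the 3 ethanol arrays at 18 h (open points, drawn beside 18 h), with the floor of 30 as a dotted line. CCL4 starts at 22120 at 3 h, and IL12B reaches 1827 in 1 of the 2 arrays at 18 h.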

The immune genes which were induced at 3 hours post treatment typically continued to be induced through 18 hours, including various chemokines (CCL3, CCL4, CCL20) and interleukins (IL1beta and IL6) (Figure 6C). Interestingly, there are differences in the immune/inflammatory genes induced between 8 and 18 hours post treatment. Genes involved in the type I interferon response, such as interferon-induced 44 and interferon stimulated exonuclease 20 kDa, were induced only at the 8 hour time point (Figure 6C). Likewise, several interleukins were only induced at the 18 hour time point, including IL12B and IL24 (Figure 6C). 

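IFI44, a protein induced by type I interferon, had a signal of 270 at 3 h with Astragalus, 772 at 8 h, and 202 and 665 in the 2 arrays at 18 h, beside 140, 566 and 3838 in the ethanol arrays. At 8 h it was 5.51-fold higher than in ethanol array 1, 1.36-fold higher than in ethanol array 2 and 4.97-fold lower than in ethanol array 3. ISG20, an interferon-induced exonuclease, was 3.32-fold higher, 2.84-fold higher and 1.03-fold lower in the same order, and at 18 h it was 1.52-fold higher in the set I pair and 1.8-fold in the set II pair. The type I interferon response as a list had a median log2 difference at 8 h of 1.34 from ethanol array 1, 0.08 from ethanol array 2 and -2.17 from ethanol array 3. The value of 0.08 changes sign with 75th percentile scaling (-0.08). At 3 h the medians were 0.13, -1.14 and -3.40, and at 18 h -0.08 in the set I pair and 0.40 in the set II pair. Over both Astragalus and all 3 ethanol arrays at 18 h the median was -0.70 (adjusted p = 0.0013 from camera). With an estimated correlation the adjusted p from camera was 0.608. Of 34 genes 2 were positive, and 0 were lower when adjusted over the list alone. Without ethanol array 3 the median was 0.17 (adjusted p = 0.0382 from camera). The replicate block also gave 0.17 (adjusted p = 0.0142 from camera, adjusted p = 0.831 with an estimated correlation). That is no separate check, since ethanol array 3 drops out of the log2 differences of the block. Without Astragalus array 1 it was -0.22.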

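IL12B, a subunit of the cytokines IL12 and IL23, had a signal of 39 at 3 h, 304 at 8 h and 1827 in Astragalus array 1 at 18 h, and lay at the floor in Astragalus array 2, beside 116 in ethanol array 1 and the floor in the other ethanol arrays. IL24 stood at 31, 492, and 5461 and 2749, beside 1274, 42 and 42. IL23A, the partner of IL12B in IL23, was 18.9-fold higher at 18 h in the set II pair and 1.55-fold in the set I pair. Against ethanol array 1, IL12B was 2.61-fold higher and IL24 2.59-fold lower at 8 h, and IL12B was 15.7-fold and IL24 4.29-fold higher at 18 h in Astragalus array 1. The paper states that the induction was biphasic, with different families of genes at different times.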

Since PBMCs contain a variety of immune cells, these temporal effects may be due to constituents present in the herbal extract interacting with (a) responder cells which subsequently induce/release cytokines and lead to transcriptional responses in other effector cells, or (b) cells which induce cellular receptors/signal transduction processes which, *after* expression, can respond to additional herbal constituents leading to inflammatory gene induction.

**Figure 6:**
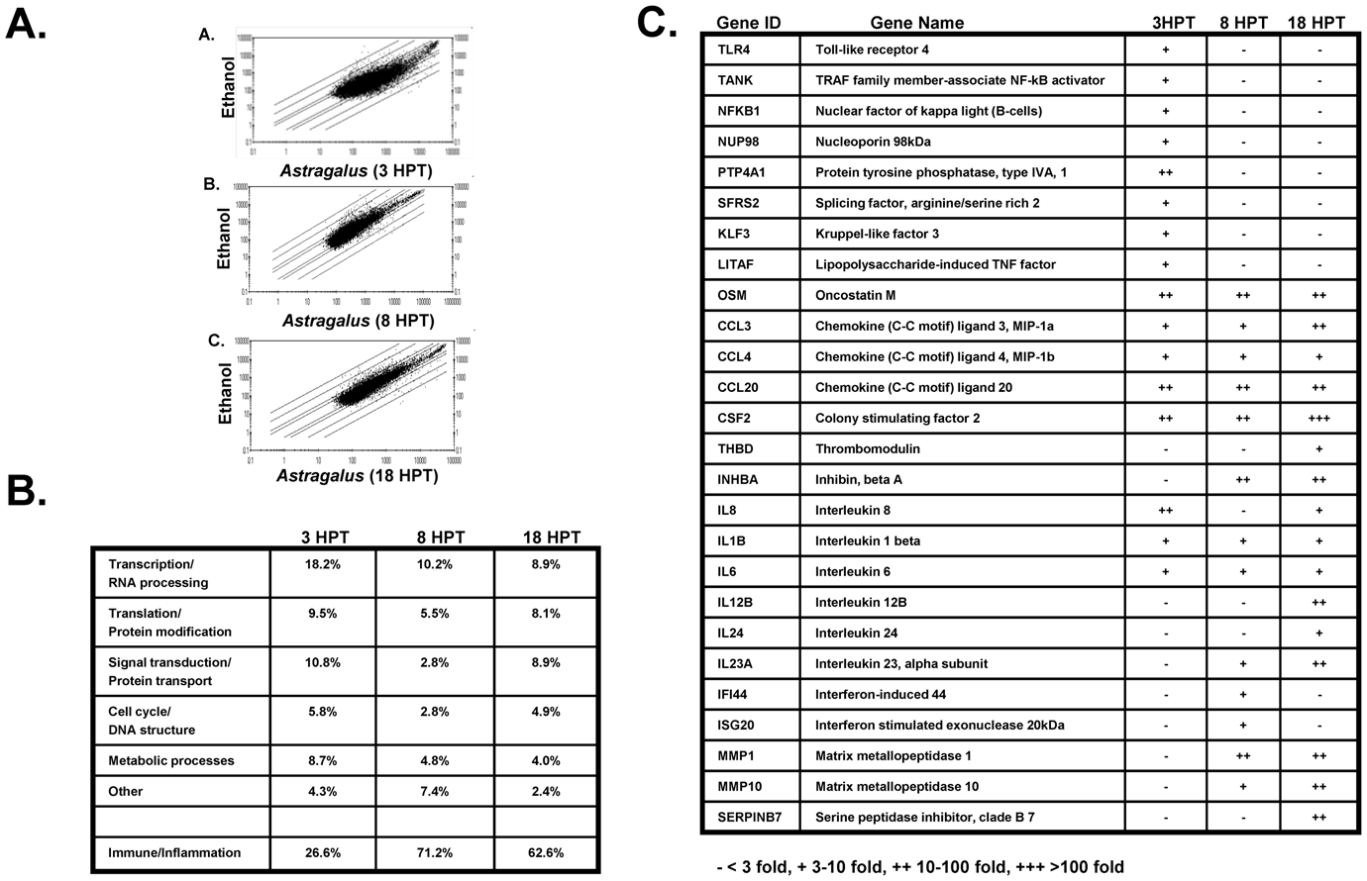
Temporal regulation of gene expression in PBMCs following *Astragalus membranaceus* treatment. PBMCs were treated with *Astragalus* extract for 3, 8 or 18 hours. Microarray analyzed gene data was plotted to compare gene expression differences between botanical and ethanol treatment of PBMCs (Part A). Each spot on the plots represents a specific gene. Only genes with present calls in both treatments are shown. The diagonal lines off the center represent 2-, 3-, 10-, and 30-fold levels of induction or repression of gene expression. Part B represents the roles and overall comparison of genes induced at 3, 8 and 18 hours post *Astragalus* treatment. Part C lists representative genes induced at 3, 8 and/or 18 hours post *Astragalus* treatment.

Lipopolysaccharides (LPS) are major components of the outer membrane of Gram-negative bacteria and highly potent activators of the innate immune response. The interaction of LPS via CD14 with cells, such as macrophages, granulocytes, and dendritic cells, leads to the synthesis of a multitude of inflammatory mediators [50], [51]. However, strong inflammatory responses to LPS can be hazardous and may lead to endotoxin shock and death [50], [51]. Therefore the presence of LPS or endotoxin contamination in pharmaceutical drugs and medicines is a common concern. The herbal extracts used in these studies were assayed for the presence of endotoxin using a modified Limulus Amebocyte Lysate kit. As shown in Figure 7, herbal extracts historically reported and used to stimulate the immune response (*Astragalus membranaceus, Sambucus cerulea, Andrographis paniculata, Echinacea angustifolia* and *Glycyrrhiza glabra*) [10], [52], [53], [54], [55]) had highly elevated levels of endotoxin (>100 EU/ml). Those herbal extracts historically used to repress immune activity (*Urtica dioica* and *Tylophora asmatica*) [56], [57]) had much lower endotoxin levels (<100 EU/ml). This correlation between activity and endotoxin concentration may suggest that the presence of LPS was not due to contamination of the extract, but instead was a common constituent of the immune-stimulatory extracts and as such, may play a role in immune regulatory activity. In order to confirm that the LPS present in the extracts was not due to contamination during harvesting or extract preparation, multiple extracts of *Astragalus* and *Urtica* were prepared using different lots of plant material from the suppliers. As shown in Figure 7, all the extracts of *Astragalus* had high endotoxin levels (>100 EU/ml) and all the extracts of *Urtica* had low endotoxin levels (<100 EU/ml). This further supports that the presence of LPS in the botanical extracts was not due to exogenous bacterial contamination during harvesting, handling, or extract preparation, and instead was likely due to the lysis of endophytic bacteria which colonize the internal tissue of the plants in a mutualistic and asymptomatic fashion. Of the nearly 300,000 plant species that exist on earth, it is believed that each individual plant is host to one or more bacterial endophytes [58], [59], [60]. Endophytes are defined as endosymbionts that live within a plant without causing any apparent disease. Endophytes are not only found in the roots and in the rhizosphere, but are often found to colonize the intercellular spaces and have been isolated from all plant compartments, including seeds [60]. A vast number of these endophytes, including *Rhizobium sp.* which has been isolated from *Astragalus*, are Gram-negative bacteria [59]. Based on this, it is expected that many botanical extracts would contain LPS due to lysis of these bacterial endophytes.

**Figure 7:**
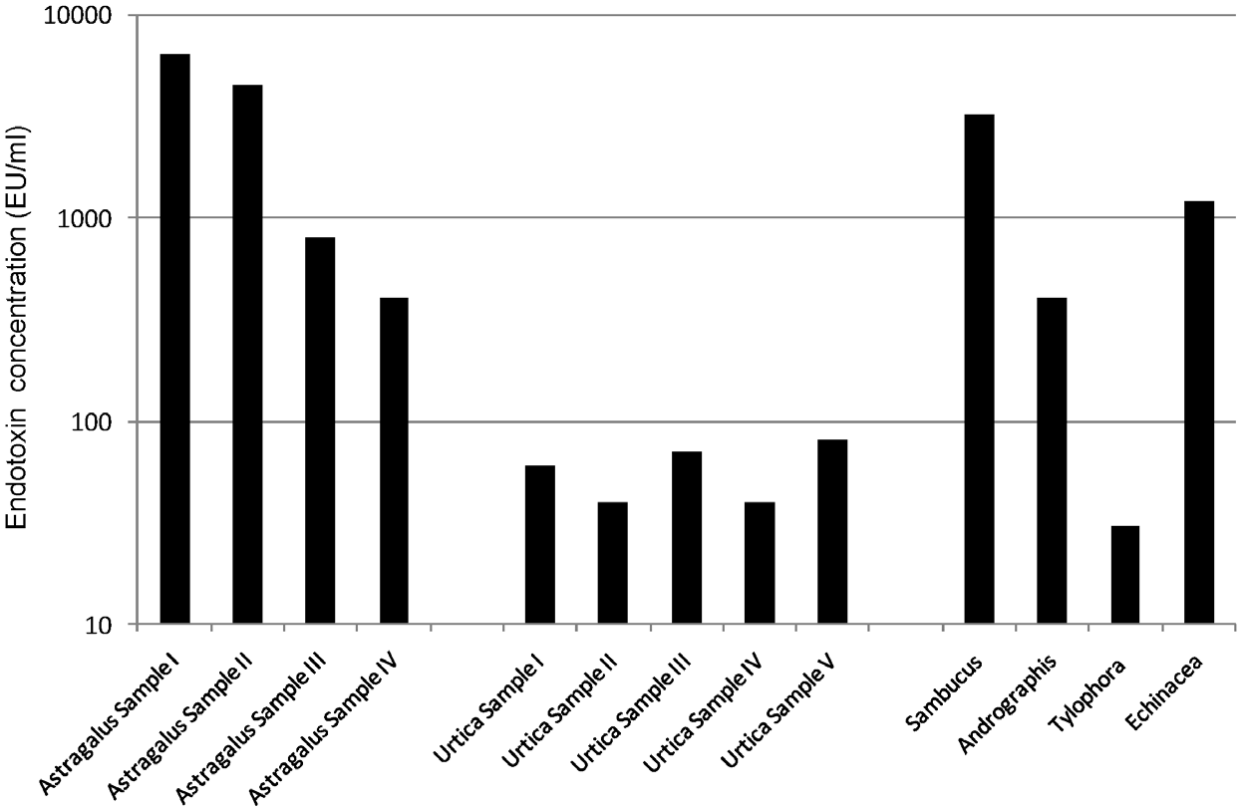
Endotoxin concentration present in botanical extracts. Endotoxin concentrations in the botanical extracts listed were measured using a modified Limulus Amebocyte Lysate assay. Concentrations (endotoxin units/ml; EU/ml) were determined by comparison to an *Escherichia coli* standard solution. For *Astragalus* and *Urtica*, multiple extract preparations were prepared at different times using multiple lots of plant material obtained from the supplier (Samples I–IV and Samples I–V, respectively).

## Discussion

The goal of this study was to obtain a more complete understanding of the regulation of cellular gene expression by various immuno-stimulatory herbs. Since the personal use and prescribing of total herbal extracts has increased dramatically in recent years, this study sought to measure changes in cytokine gene expression in cells treated with a total botanical extract. Even though these assays were done in a cell culture system, the results may aide in understanding the physiological effects thought to be associated with administration of these extracts to individuals. Administration of these herbal extracts to individuals is typically done orally, leading to sublingual and intestinal uptake of the active constituents into the bloodstream. It is unknown if these constituents are altered in the enteric environment, however sublingual administration allows direct diffusion into the bloodstream. Once in the bloodstream, these constituents likely interact with PBMCs leading to cytokine production. Although many studies focus on identifying the key active constituents present in an herbal extract, this was beyond the scope and focus of this study. Validation and confidence in the data obtained from the microarray expression studies was supported in our results where (1) many of the genes altered in expression were detected by multiple probe sets present on the microarray chips and demonstrated similar levels of expression between these probes (Figure 3), (2) many genes altered in expression were similarly altered by different herbs used in this study (Figure 3), (3) different cellular samples had a significantly similar set of genes altered in expression (Figure 5), (4) quantitative real-time PCR of select genes demonstrated similar changes in gene expression as obtained in the microarray study (Table 1), and (5) only those genes with a 3-fold or greater (*P*<0.01) change in expression were included in our analysis.

*Astragalus* is a staple of Traditional Chinese Medicine being one of the oldest medicinal herbs listed in the material medica of Chinese herbal medicine [61]. Chinese herbalists have used *Astragalus* to supposedly help the human body resist disease [62]. It is the most commonly used herb in Chinese medicine. Modern herbalists utilize *Astragalus* primarily as an immunostimulant to prevent common infection and aid in the recovery following infection [62]. Several animal studies and double-blinded, randomized human pilot studies have demonstrated an effect on cytokine production and immune cell activation following ingestion of *Astragalus* extracts [8], [9], [10], [11], [12], [13], [14], [15], [16], [17], [18], [19], [20], [21]. Historically, the biological activities associated with *Astragalus* have been accounted for, at least in part, to several constituents present in the herb including flavonoids, saponins, and polysaccharides [61], [63]. Our data suggests that LPS present in the *Astragalus* extract may be a key component as well. *Astragalus* led to the induction of IL1alpha, IL1beta, IL6, and IL8 which likely leads to an early proinflammatory response. These proinflammatory cytokines are known to be induced by LPS and were upregulated by all three immune stimulatory herbal extracts tested [64]. 

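IL2 lay at the floor in both arrays of each PBMC pair. TNF was 2.13-fold higher with Astragalus in the PBMC set I pair, with a signal of 212 beside 100, and 1920 beside 239 in the set II pair. IFNG had signals of 32 and 78 with Astragalus, beside the floor and 61 with ethanol. By limma over the 5 arrays TNF had a log2 difference of 1.76 (standard error 0.96, adjusted p = 0.999).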

The Th1-specific cytokines, IL2, TNFalpha, and IFNgamma, were not upregulated in either of the samples and may suggest that an infectious agent may need to be present to further drive the immune response. Surprisingly, TNFalpha, which is known to be induced by LPS, was not detected after *Astragalus* treatment [64]. This may suggest that the type(s) of LPS present in the extract does not induce TNFalpha or that other components of the extract act to inhibit the induction of TNFalpha. An alternate explanation may be that the LPS-inducible regulatory cytokine IL10 which was detected in both PBMC samples acted to down regulate or prevent induction of IL2, TNFalpha and IFNgamma which may be important in protection from necrotic injury. However induction of the alpha chain of the IL-2 receptor was observed in both samples suggesting a readiness to induce a Th1 response in the advent of infection. Additionally, *Astragalus* has been described as being able to redirect an underlying Th2 immune response toward a Th1 response as seen in patients with chronic viral infection or cancer [8], [37]. 

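IL2RA, the alpha chain of the IL-2 receptor, was 5.15-fold higher with Astragalus in the PBMC set I pair and 5.16-fold in the set II pair, with signals of 478 beside 93 and of 255 beside 49. It was 4.73-fold higher with Sambucus and 2.19-fold with Andrographis. By limma its log2 difference was 2.25 (standard error 0.45, adjusted p = 0.430, and 0.0424 with the replicate block), and the smallest fold over the 6 pairings of an Astragalus and an ethanol array was 2.75.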

Our microarray data supports this idea since we observed the modulation of multiple genes fitting an M1-type macrophage profile to be up-regulated in our PBMCs [47]. The ability of *Astragalus* to shift the immune response toward a Th1 phenotype is supported by previous *in vivo* studies of viral infection which require a Th1 response for resolution [8], [27], [29], [30].

Based on the characterized functions and activities with *Astragalus*, our microarray data is in agreement with the historical uses of *Astragalus* and may provide additional insights into how this herb may be inducing putative physiological effects. 

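CCL2 and CCL7, chemokines for monocytes, were 17.1-fold and 16.1-fold higher with Astragalus in the PBMC set I pair and 3.05-fold and 2.49-fold lower in the set II pair. CCL19, a chemokine for dendritic and T cells, was 11.9-fold and 1.64-fold higher, CXCL6 at least 6.64-fold higher and 1.03-fold lower, and CXCL13, a chemokine for B cells, at least 7.23-fold and 2.64-fold higher. The receptor FPR1 was 6.86-fold higher and 4.81-fold lower, and FPR2 15-fold and 1.12-fold higher. MMP12, a macrophage elastase, was at least 5.42-fold and 1.57-fold higher, and MUCL1 at least 15.5-fold and 3.02-fold. Matrix metallopeptidases and their inhibitors had a median log2 difference of 0.79 over the 5 arrays with 4 of 8 genes positive (adjusted p = 0.0312 from camera, adjusted p = 0.374 with an estimated correlation), and 1 was higher over the list alone. The call was lost without ethanol array 2 (0.59, adjusted p = 0.149), Astragalus array 1 (0.50, adjusted p = 0.0706) or Astragalus array 2 (-1.23, adjusted p = 0.0956).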

As well as those cytokines previously described as being up-regulated by *Astragalus,* we found additional cytokines induced by this herb, many of which play a role in chemotaxis and extravasation (e.g. CCL2, CCL7, CCL19, CCL20, CXCL1, CXCL5, CXCL6, CXCL13, formyl peptide receptor 1 and 2, MMP1, MMP12 and mucin-like 1). A number of these cytokines can be induced by LPS in macrophages from healthy patients (CCL19, CCL20, CXCL1, CXCL13, MMP1) and is associated with genes responsive to NF-κB [65]. However, many LPS-responsive genes with or without NF-κB binding sites were not induced by *Astragalus* and suggests alternate modes of gene regulation by the extract. Based on our data, *Astragalus* appears to induce a generalized and/or preparative state regarding stimulation of the immune response, which agrees with the suggested physiological effects of this herb. Of note, multiple MIPs (macrophage inflammatory proteins) were induced, including MIP-1α, MIP-1β, MIP-2α, and MIP-2β (also termed CCL3, CCL4, CXCL2, CXCL3, respectively). CCL3, CCL4, and CXCL2 are known to be induced by LPS and may suggest a role for this *Astragalus* component in the mobilization of polymorphonuclear leukocytes for innate defense [65].

In addition to these effects on the immune response, *Astragalus* has been described as having an effect on wound healing and blood pressure modulation. In regards to the role of *Astragalus* with wound healing, no cellular proteins had previously been described as being involved in this physiological response. It has recently been shown that *Astragalus* extracts significantly accelerated cutaneous wound healing by stimulating basal cell growth in the wound area and promoting angiogenesis [38]. From our microarray studies, several putative proteins were identified which could affect wound healing. These include adrenomedullin, fibronectin type III and SPRY domain containing 1-like, heparin binding EGF-like growth factor, vascular endothelial growth factor (VEGF), hyaluronan synthase 1, sphingosine-1-phosphate phosphatase 2, and IL24. In addition, several genes which were induced (epiregulin, matrix metallopeptidase 14, podoplanin, VEGF, thrombospondin-1) are key players in angiogenesis. This agrees with recent reports which suggest that *Astragalus* promotes angiogenesis and induces VEGF expression [38], [66]. 

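MMP14, a membrane-bound collagenase, was 18.8-fold higher with Astragalus in the PBMC set I pair and 1.19-fold lower in the set II pair, and PDPN, a mucin-like glycoprotein of lymphatic endothelium, at least 20.4-fold higher and 8.12-fold lower. VEGFA was 8.65-fold and 1.2-fold higher. THBS1, a matrix protein that inhibits angiogenesis, was 1.62-fold higher and 2.9-fold lower. With Sambucus, MMP14 was 19.9-fold, PDPN at least 30.3-fold, VEGFA 5.98-fold and THBS1 2.93-fold higher than in ethanol array 2. The monocyte markers of the set II pair had a median log2 difference of -2.84.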

Most of the above genes are not known to be responsive to LPS with the exception of VEGF and possibly sphingosine 1-phosphate phosphatase 2 which both contain NF-κB binding sites in their promoters [67], [68]. Additionally, LPS is known to adversely impair wound healing [69]. This suggests that alternate components of *Astragalus* are likely mediating the wound healing and angiogenic effects and may be modulating the activities of LPS. Regarding blood pressure modulation, prostaglandin-endoperoxide synthase 2 (COX-2), adrenomedulin (ADM) and monoamine oxidase were all induced and are known to be involved in vasodilation. LPS induces both COX-2 and ADM and may be an active component associated with blood pressure modulation [65], [70]. The vasodepressor role of the COX-2 gene product has been shown to be regulated and dependent on the activity and ratio of both COX-1 and COX-2 [71]. Notably, treatment of PBMCs with the *Astragalus* extract led to a high induction of COX-2 transcription while slightly inhibiting COX-1 gene expression possibly supporting a vasodepressor effect. Similarly, several proteins were induced which can affect blood coagulation, including coagulation factor III, integrin β3, and thrombomodulin, and these genes have not been shown to be LPS-induced. 

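F3 was at least 5.1-fold higher with Astragalus in the PBMC set I pair and 15-fold in the set II pair. ITGB3, the platelet integrin subunit, was at least 2.56-fold higher in set II, with a signal of 77 with Astragalus and the floor with ethanol, and THBD was 3.65-fold higher there. With Sambucus F3 was at least 2.04-fold and ITGB3 at least 2.21-fold higher than in ethanol array 2. Over all 6 pairings of an Astragalus and an ethanol array, the smallest fold was 2.92 for F3, at least 2.56 for ITGB3 and 2.9 for THBD. Markers of platelets as a list were not called (median 1.09 over 3 genes, adjusted p = 0.0555), but were higher without ethanol array 1 (1.57, adjusted p = 0.0111) or Astragalus array 1 (0.80, adjusted p = 0.0304).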

Interestingly, thrombomodulin can prevent LPS induction of inflammatory molecules by the inhibition of NF-kB signaling [72]. Botanical components, as well as the natural presence of LPS in the *Astragalus* extracts may together be responsible for the induction of genes involved in angiogenesis, modulation of blood pressure, and blood clotting [73], [74], [75]. Further studies are required to determine the effects of other components present in the *Astragalus* extracts that may modulate the activities of LPS in putative physiological roles.

*Sambucus* extract, like *Astragalus*, is primarily prescribed for its immune-modulating, antioxidant and antiviral activities. Limited studies with *Sambucus* have demonstrated its ability to significantly increase the production of IL1beta, IL6, IL8, and IL10 [24], [53]. These cytokines were similarly upregulated in our microarray studies, as well as many other cytokines. 

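SOD2, the mitochondrial superoxide dismutase, had a signal of 1201 with Sambucus and of 2744, 883 and 739 in ethanol arrays 1, 2 and 3. It was 1.36-fold higher with Sambucus than in ethanol array 2. NRF2 targets, which include other antioxidant genes, had a median log2 difference of 0.83 between Sambucus and ethanol array 2. Of these 13 genes, 2 were at least 3-fold higher and 1 lower. With the mean of the 3 ethanol arrays as control the median was 0.42.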

For the antioxidant activity associated with *Sambucus*, we found that superoxide dismutase 2 was highly induced and could be associated with this activity. Both *Sambucus* and *Astragalus* induced a very similar set of cytokines, and typically, with a very similar level of induction. Though not well characterized, the immunologically active constituents of *Sambucus* likely include flavonoids and anthocyanins [76], as well as LPS as determined in this study. This data suggests that these divergent herbs have similar effects on immune cells, though possibly through distinctly different effectors.

*Andrographis* extract has traditionally been used for its anticancer and immunomodulatory activity [55], [77]. In our microarray results, *Andrographis* induced many immunostimulatory genes similar to *Astragalus* and *Sambucus*, but was substantially different, typically with the expression of many fewer genes being altered. This may suggest that *Andrographis* does have immunostimulatory activity, but the effect on the immune cells may be greatly reduced or directed toward a more specific response. Unfortunately, a direct comparative study between these herbs has never been done. Interestingly, *Andrographis* has been suggested to decrease blood pressure [78] as does bacterial LPS [79], and like *Astragalus*, it led to the induction of vasodilators, including adrenomedullin and prostaglandin-endoperoxide synthase 2 (COX-2).

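ADM was 9.0-fold higher and PTGS2 12.5-fold higher with Andrographis than in ethanol array 2, with signals of 2275 and 490 beside 253 and 39. Ethanol array 1 had signals of 947 and 299 for the same genes, and ethanol array 3 of 560 and 57. Against ethanol array 2, the paper's coagulation and blood pressure genes had a median log2 difference of 1.41 with Andrographis, with 3 of 6 at 3-fold. With Sambucus it was 2.46. With the mean of the 3 ethanol arrays as control, the medians were 0.79 with Andrographis and 1.81 with Sambucus.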

*Urtica* is typically used for rheumatologic conditions due to its anti-inflammatory and immunosuppressive activities [57]. In our study, this herb was effective in demonstrating that the genes induced by the immunostimulatory herbs were specific and not due to the exposure of any botanical extract to the immune cells. Treatment of cells with the *Urtica* extract led to almost no changes in cellular gene expression. This supports a previous clinical study where administration of *Urtica* to a healthy individual had no effect on cytokine gene expression, including TNF, IL1, IL4, IL6 and IL10 [32]. However, following immunostimulation in these subjects, *Urtica* was able to reduce the expression of these cytokines, and this activity is likely due to the ability of *Urtica* to inhibit activation of the transcription factor, NF-κB [80].

The level of expression is an important aspect of gene action. It is clear that reduced or increased gene expression can influence many quantitative traits., Immunostimulatory herbs may alter the expression of similar genes, but may also have dramatically different effects on the physiological response through significant differences in gene expression levels or specific differences in genes regulated. Many botanical extracts, including those in this study, have been used for their antimicrobial activity [31]. Although some of this activity may be due to a direct antimicrobial effect from these herbs, much of this activity may be due to the immunostimulatory activity which we have described.

*Astragalus* treatment led to the induction of specific proinflammatory cytokines over the entire course of treatment (from 3 to 18 hours). However, there was also a distinct temporal response in gene expression. Early after treatment, many of the genes induced were involved in signal transduction processes and RNA/protein modification. Following this initial response, the subsequently induced genes were primarily involved in amplifying the inflammatory response. This type of temporal inflammatory response has previously been observed in mice treated with immunostimulants. Han, *et al*. found that immuno-stimuli led to the early induction of several genes, including cytokines, which subsequently led to the secondary induction of gene expression. Though not completely understood, this type of temporal activation is thought to be associated with amplified, perpetuated and sustained inflammatory processes [81]. This type of response would fit with the physiological activity for which *Astragalus* is utilized.

It has been previously described that considerable natural variation in gene expression levels exists within and among human populations [49]. In our study, using PBMCs from two distinctly different individuals, over 30% of the genes induced by *Astragalus* were commonly altered in expression. Based on genetic diversity, this level of similarity was notable and likely represents those genes characteristically induced by *Astragalus* in immune cells. As expected, many of these conserved genes are involved in the proinflammatory response as well as wound healing, decreasing blood pressure and increasing the risk of bleeding, (including various cytokines and interleukins, hyaluronan synthase 1, sphingosine 1 phosphatase 2, thrombomodulin, epiregulin, monoamine oxidase, prostaglandin-endoperoxide synthase 2 [COX-2]). As expected with human diversity, each individual sample also induced a specific subset of genes. The vast majority of these genes were involved in the immune/inflammatory response and likely represent individual responsiveness to the botanical immune stimuli. For example, PBMCs from one individual induced high levels of the gene family of colony stimulating factors (CSF1, CSF2 and CSF3) following treatment with *Astragalus.* These genes were unaltered in expression in the other PBMC set. Given that these CSFs aid in stimulating the production of various white blood cells, they are key factors in the proinflammatory response. Since these genes were expressed with individuality, they likely affect the individual responsiveness and effectiveness to *Astragalus* in regards to the immune response.

As mentioned, all the extracts used in this study are representatively the same as those regularly prescribed to patients by licensed physicians in the complementary and alternative medicine field. With four different immuno-stimulatory herbs tested (*Astragalus, Sambucus, Andrographis,* and *Echinacea*), all were found to have relatively high levels of LPS present in the extract. Importantly, much lower levels of LPS were detected in extracts from herbs historically used for immuno-suppression (*Urtica*, and *Tylophora*). Our data supports that this LPS was not due to contamination during harvesting, handling or extract preparation, but instead was due to symbiotic endophytic bacteria present in the plants. Since a vast number of botanical endophytic bacteria are Gram-negative [59], the LPS present in the extracts was likely obtained by lysis of these bacterial cells. Although identifying the active constituents present in these botanical extracts was not the focus of this study, our data supports a role of LPS in regulating the immunological response. Future studies will focus on deciphering the specific types and role of LPS in these cellular responses.

All extracts utilized in this study were prepared by Herbal Vitality, Inc. (Sedona, Arizona, USA). This company was chosen since they are a source for herbal products used by licensed practitioners in the field. This company ensures identification of all plant species and prepares highly active and reproducible herbal extracts according to traditional and accepted extraction methods used in the complementary and alternative medicine field. This is an important aspect of this study since all the extracts used in this study are representatively the same as those regularly prescribed to patients by licensed physicians. Previous studies on immune-stimulating herbs have commonly focused on purifying active components which are free of endotoxins. For this study we wanted to evaluate the cellular response to immune-stimulatory herbal extracts in the context of extracts representative of those which are prescribed to patients. Since many of these prescribed immunostimulatory extracts appear to contain LPS, likely from the lysis of endophytic bacteria, this research represents a more physiologically relevant study to investigate the potential cellular response following exposure to the whole herbal extract.

As mentioned above, various components from these immuno-stimulatory herbs have been shown to have immuno-stimulatory roles and act to induce cytokine expression. Based on the known roles of LPS, it is expected that the LPS present in these extracts is influencing immune gene expression as well. The cytokines, IL1alpha, IL1beta, IL6, and IL10 were expected to be induced by LPS, however we did not observe induction of other typically-induced cytokines like TNFalpha or MCP-2. However, LPS structure and activity varies greatly between different bacteria and LPS structures on endophytic bacteria have not been well characterized [50]. Indeed, *Rhizobium sp.* has been shown to establish a symbiotic relationship with the roots of *Astragalus* [82], [83]. Unlike LPS derived from enterobacteria, which activates immune cells via the transmembrane Toll-like receptor 4 (TLR4), the structurally different LPS from *Rhizobium* acts through TLR2 and TLR6 [50], [51], [82]. Although TLR2 and TLR6 are thought to be similarly involved in immune cell stimulation, the gene expression profiles and cellular response may be different than activation through TLR4. Endophytic bacteria have been identified in the tissues of every living plant known [58], [59], [60]. Since botanical extracts have been used by humans for centuries for the treatment of various medical conditions, components from these bacteria may be involved in the historical activities associated with these herbs. Recent studies support that botanical endophytic microbes synthesize active antiviral, anticancer, antioxidant and immunosuppressive compounds [58]. LPS from these bacteria may represent one more active group of compounds involved in the activity of these herbs. Future studies will focus on the isolation and characterization of the LPS from the endophytic bacteria and on determining the specific role in regulating gene expression and the inflammatory response.

In conclusion, though microarray analysis does not provide conclusive proof that the genes induced by the immunostimulatory herbs are responsible for the physiological effects observed in humans following administration of the various herbs, it does provide insight into putative genes and directions for future research. It should be noted that many herbs, including *Astragalus*, are typically considered safe, even at high doses and prolonged use [84]. Our data supports that *Astragalus* treatment induced genes involved in a strong, generalized proinflammatory response. This immune response may be responsible for much of the antimicrobial activity associated with *Astragalus.* However, care and further investigation should be considered regarding prolonged, uninterrupted use of some herbs, such as *Astragalus*, which may lead to physiological effects associated with sustained inflammatory activity.

How the deposited data were processed for this re-analysis (not part of the article)

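Human PBMCs were treated in culture and their RNA was hybridized to 11 Affymetrix Human Genome U133 Plus 2.0 arrays, 1 per sample. After 18 h there were 3 arrays of ethanol-treated cells, 2 of Astragalus-treated cells, and 1 each of untreated, Sambucus, Andrographis and Urtica cells, and there was 1 array each of cells treated with Astragalus for 3 h and for 8 h. Agent and time were taken from the sample labels, which do not give the PBMC set. The numbers 2 and 3 are in the labels, and an array whose label has no number is called array 1.

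The deposited values are signal intensities on a linear scale, made by the authors with GCOS from the perfect-match and mismatch probes of each probe set and scaled by the authors to a target of 150 per array. The detection calls and p-values of that software are not used here. The 2% trimmed mean of each array was checked to lie at 150. The median signal of an array lay between 26.3 and 71.2, between 29.0 and 38.0% of the probe sets had a signal of at least 100, and between 27.3 and 52.5% lay under 30, where background is a large part of a signal and ratios are not precise.

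Each array was rescaled to a 2% trimmed mean of 150, signals under 30 were set to 30, and log2 was taken. Of the probe sets, 41097 name 1 gene, 1801 name several and 11777 are not listed in the annotation. Each of 19700 genes took the probe set with the highest mean log2 value over all arrays among those that name 1 gene. Genes of the Y chromosome, XIST, HLA-DRB3, HLA-DRB4, HLA-DRB5, HLA-DQA1, GSTM1 and antigen receptor segments, 170 probe sets, were left out because their levels can mark a person. A fold with 1 array at the floor is given as a lower bound, and no fold is given with both at the floor.

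The pair of an Astragalus and an ethanol array behind Table 1 was sought by the ratios of the deposited signals of each probe set of its 9 genes with a value. A pair was taken only if at least 7 genes lay within 5% of the paper's value and no other pair had more than 3.

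Astragalus and ethanol at 18 h, 2 and 3 arrays, were compared with limma (3.58.1, R 4.3.3; lmFit and eBayes) over genes with a signal of at least 100 in 2 or more of the 5 arrays, at a Benjamini-Hochberg adjusted p under 0.05. An exact permutation of 2 against 3 arrays cannot give a p under 0.1 and was not used. Genes at least 3-fold higher or lower in all 6 pairings of these arrays, with a mean signal of at least 100 in the higher group, were counted as well. Single arrays were set against each ethanol array, and all pairs of arrays against each other, by counts at 3-fold with no test. The 3 herbs were compared by overlap and by correlation across genes, beside values simulated for unchanged arrays that share the ethanol arrays.

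Gene lists were tested with camera of limma, with a preset correlation between genes of 0.01, and in single arrays described by the median log2 difference and its percentile among 10000 random lists of the same size matched on mean signal in 10 bins. The lists were proinflammatory cytokines, neutrophil-attracting CXC chemokines, CC chemokines, the type I interferon and interferon gamma responses, metallothioneins, MHC class II presentation, NF-kappaB targets, immediate early genes, the paper's Th1, Th2, wound healing and coagulation genes, markers of M1 and M2 macrophages, lysosomal hydrolases, sterol synthesis, glycolysis, targets of NRF2 and of the aryl hydrocarbon receptor, the unfolded protein and heat shock response, SR splicing factors, cytosolic ribosomal proteins, cell cycle, C-type lectins, leukocyte immunoglobulin-like receptors, NADPH oxidase, Toll-like receptors with CD14, LY96 and MYD88, dual specificity phosphatases and GADD45, vanins, matrix metallopeptidases, and markers of T cells, B cells, NK cells, monocytes, dendritic cells, platelets, erythroid cells and neutrophils.

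The genes to name were fixed as those the Results, Discussion, Table 1, Figure 4 or Figure 6C name, the 10 with the largest increase and decrease of each comparison by the smallest change over its pairs of arrays, and up to 4 members of each list with the largest change. Values of Table 1 and of Figures 2, 4, 5 and 6 had been seen when this rule was written.

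Alternatives were quantile normalization, scaling to the 75th percentile, the values as deposited, floors of 10 and 60, minimum signals of 50, 200 and none, the mean of a gene's probe sets, plain probe sets only, each probe set on its own, thresholds of 2-fold and 10-fold, limma with trend and robust fitting, the replicate number as a block, the untreated array added to the controls, a correlation estimated from the data, and each array left out in turn. With 1 Astragalus array left out, the remaining one is assumed to vary like the ethanol arrays. Alternatives chosen after seeing the data were a signal of at least 100 in both arrays of a pair or in both groups, the 2 pairs alone, and the block with an estimated correlation.

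The limma fit was tested on simulated data, 10 sets with 200 genes changed. With the residual spreads of the genes, 21.0% of genes changed by 2 (log2) and 69.8% of those changed by 4 were called without the block, and 0 with it. A second simulation, with spreads drawn from the prior of each fit, was added after that result and gave 10.6% and 81.4% without the block and 77.2% and 99.5% with it. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.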

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

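All tests of explanations in this part were chosen after the results were seen, as were the rule for lists with opposite signs (far out on opposite sides among random lists in the 2 PBMC sets) and the limit of 4 genes named per direction.

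The first result is a difference between the 2 PBMC sets, which was not tested itself because each set holds 1 pair of arrays. At 3-fold, 25 genes were higher with Astragalus in set I and lower in set II, and 0 the reverse. The rule for lists with opposite signs was met by metallothioneins (3.06 in set I and -1.98 in set II) and leukocyte immunoglobulin-like receptors (1.03 and -1.82). The interferon gamma response (-0.49 and 0.34) and NRF2 targets (0.39 and -0.49) met it too. Other lists had medians of opposite signs without meeting it, such as vanins (3.37 and -0.91). Metallothioneins, vanins and leukocyte immunoglobulin-like receptors were named by the study from these samples, so their values are not independent evidence.

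The second is a signal in genes that the paper does not name. Higher at 3-fold in all 6 pairings of an Astragalus and an ethanol array were 13 such genes, the 4 with the largest smallest folds being C11orf96 (6.00-fold), the gap junction gene GJB2 (5.37-fold), DUSP1 (4.92-fold), a phosphatase of a family that the paper does name, and the hyaluronidase CEMIP (4.75-fold). Lower were 17, the first 4 being FCN1 (10.0-fold), FPR3 (5.47-fold), TNS1 (4.92-fold) and RTN1, a reticulon of the endoplasmic reticulum (4.87-fold).

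For 165 genes that were 3-fold higher with Astragalus in set I and under 3-fold in set II, a higher level in the set II ethanol array may account for the difference. The median of ethanol array 1 over ethanol array 2 was 1.85 (log2), beside 0.70 between the 2 Astragalus arrays. The ethanol part was the larger in 117 genes and the Astragalus part in 48. Selecting the genes by their folds raises both parts by itself. No value for unselected genes was set beside them, so this test cannot decide the question. Higher background on the set II arrays, as the whole cause, was tested on the same genes. Ethanol array 1 exceeded ethanol array 2 by a median signal of 215 over these genes, while the median signals of the 2 arrays differ by 33.2, and in 107 genes (64.8%) the excess was over 3 times that difference. In the other 58 the excess was within that limit. Selecting the genes by their folds raises this excess too, and it was not measured in unselected genes. The test therefore cannot decide, and background stays open. This test replaced an earlier one, on genes selected by their signal, after that value was seen. Why ethanol array 1 is higher was not tested, and differences between individuals or between fresh and frozen cells stay open.

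For the monocyte markers that were lower with Astragalus in set II, a shift of the whole array is argued against, since the larger of the medians of the T cell and ribosomal protein lists was 0.16 (log2). Fewer monocytes in the RNA, as the whole cause, cannot be told apart from lower expression per cell. The log2 differences of the 12 abundant markers spanned 4.70, from -6.41 to -1.71, beside spans of 2.23 to 4.85 between ethanol arrays. The limits of this test were redefined 2 times after its value was seen, and both earlier versions had counted the value in favour of fewer monocytes. Loss of adherent cells at harvest stays open, as no value here measures it.

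For the 575 genes at 3-fold between untreated cells and ethanol array 1, signals near background are a candidate explanation. Of these genes 4.52% had a signal of at least 100 in both arrays. The share was 41.0% in the PBMC set I pair and 28.1% in the PBMC set II pair. No biological explanation was tested.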

How the results depend on the processing

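The alternatives marked as added were chosen after seeing the data, and so was the second simulation of the block; for each value below the cause was not tested, except that thresholds of 2-fold and 10-fold change counts by construction. For the gene lists, 630 results over all alternatives kept direction and side of the threshold, 118 no longer passed, 19 came to pass, 19 moved without a test and 5 reversed; for named genes in limma, 4090 stayed on the same side, 85 came to pass and 99 moved, and 52 of 250 genes changed sign under at least 1 of 20 fits; of counts, 232 stayed within 1.5 times and 109 did not. Genes higher and lower in all 6 pairings, 28 and 20, were 58 and 46 at 2-fold, 3 and 1 at 10-fold, 16 and 12 with the mean of probe sets, 16 higher with plain probe sets, 10 and 8 with a signal of at least 100 in both groups (added), 57 and 42 with the 2 pairs alone (added), and 33 to 278 and 23 to 141 with 1 array left out. In limma, which called 0 and 0, 1 gene was higher with a floor of 10, the mean of probe sets, a minimum of 200 or the untreated array among the controls, and 0 to 37 were higher and 0 to 26 lower with 1 array left out. With the replicate number as a block, 24 were higher and 18 lower, on 1 residual degree of freedom. Ethanol array 3 drops out of the log2 differences of the block, so results with the block and without ethanol array 3 are not separate checks. The deviations of same-numbered arrays from their group means correlated at 0.57 (number 1) and 0.46 (number 2) across genes. For ethanol array 3 and Astragalus array 2 the value was 0.38. Deviations from a group mean sum to 0, so these values are not independent evidence for pairing by number. In simulations the block called 0% or 99.5% of genes changed by 4 (log2), by the model of spreads. Camera called 18 lists higher and 9 lower; 0 and 0 with an estimated correlation, 13 and 7 with the block, 0 and 0 with the block and an estimated correlation (added), 11 higher with no minimum, and 13 to 17 and 7 to 10 with 1 array left out. The median of the type I interferon response, -0.70, reversed to 0.17 with the block, to 0.17 with the block and an estimated correlation (added), and to 0.17 without ethanol array 3 (range with 1 array left out -1.61 to 0.17); that of matrix metallopeptidases to -1.23 without Astragalus array 2 (up to 1.08); and the direction for markers of B cells reversed without ethanol array 3, with a median of 0.036 (up to 0.91).

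Pairs of arrays are given in the order Astragalus over ethanol in set I and set II, Sambucus and Andrographis over ethanol array 2, Astragalus array 2 against Sambucus and Andrographis, and Sambucus against Andrographis, with totals of 349, 779, 340, 213, 39, 110 and 91. With a signal of at least 100 in both arrays (added) they were 143, 219, 150, 96, 6, 35 and 32, and with each probe set 589, 1378, 559, 360, 67, 195 and 164. Set II, Astragalus array 2 against Sambucus and Sambucus against Andrographis were 377, 17 and 60 with a floor of 60. Set II and the 3 comparisons between herbs were 444, 6, 67 and 48 with the mean of probe sets and 352, 16, 71 and 58 with a minimum of 200. Astragalus array 2 against Sambucus gave 14 with quantile normalization and 24 with 75th percentile scaling.

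Single arrays against every ethanol array are given in the order untreated, Astragalus at 3 h and 8 h, Astragalus arrays 1 and 2, Sambucus, Andrographis and Urtica, with totals of 289, 460, 561, 419, 86, 87, 33 and 2. At 2-fold they were 707, 1137, 1397, 968, 206, 234, 103 and 14, at 10-fold 0, 42, 49, 41, 5, 1, 0 and 0, and with each probe set 550, 713, 1023, 667, 151, 156, 60 and 5. With the mean of probe sets, all but Andrographis were 146, 300, 346, 257, 57, 55 and 1. The untreated array, Astragalus at 8 h and Astragalus array 1 were 31, 258 and 201 with a floor of 60 and 27, 273 and 204 with a minimum of 200, and the latter pair 348 and 234 with the untreated array among the controls. Urtica was 4 with a floor of 10 and 1 with plain probe sets. With 1 ethanol array left out, the ranges were 324 to 1425, 556 to 752, 648 to 2128, 473 to 1610, 101 to 253, 107 to 245, 43 to 127 and 4 to 168. Signals near background may limit these counts, which was not tested.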

Differences from the paper's values

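A value is called within the limits here where neither it nor the paper's is more than 1.5 times the other. The counts here use a minimum signal of 100 in the higher array and the fold alone, while the paper also required P<0.01 in its software and plotted genes called present, neither of which is used here.

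CXCL8 was 38.3-fold higher in the PBMC set I pair, where the paper gives 89.9. Of the alternatives set before the data were examined, it came within the limits with each probe set counted on its own, where a second probe set gives 89.9. It differed with the others that give it a value: 48.0 with quantile normalization, 36.7 with 75th percentile scaling, 38.3 as deposited and with floors of 10 and 60, and 58.7 with the mean of probe sets.

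In set I 223 genes were at least 3-fold higher, beside the paper's 146. Of the alternatives set before the data were examined, the count came within the limits with quantile normalization (186), 75th percentile scaling (212), a floor of 60 (174), the mean of probe sets (172), plain probe sets (153) and a minimum of 200 (167), and not with the values as deposited (223), a floor of 10 (223), each probe set (388), a minimum of 50 (234) or no minimum (234). With a signal of at least 100 in both arrays, chosen after seeing the values, it was 88 and also differed.

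In set II 409 genes were at least 3-fold higher, beside the paper's 123. A floor of 60 (143) and a minimum of 200 (130) came within the limits, and quantile normalization (415), 75th percentile scaling (348), the values as deposited (409), a floor of 10 (398), the mean of probe sets (232), plain probe sets (328), each probe set (718), a minimum of 50 (517) and no minimum (517) did not, nor did at least 100 in both arrays (75), chosen after seeing the values.

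In set II 370 genes were at least 3-fold lower, beside about 160 in Figure 5A of the paper, read by eye. A floor of 60 (234), the mean of probe sets (212) and a minimum of 200 (222) came within the limits, and so did at least 100 in both arrays (144), chosen after seeing the values. Quantile normalization (471), 75th percentile scaling (362), the values as deposited (370), a floor of 10 (366), plain probe sets (285), each probe set (660), a minimum of 50 (422) and no minimum (422) did not.

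Of the genes higher in set I 24.2% passed 10-fold, beside the paper's 58%. Folds with an array at the floor are lower bounds, so the share here can be too low. No share without a floor is given. No alternative set before the data were examined came within the limits, with a range from 20.3% with the mean of probe sets to 32.7% with a floor of 10.

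For single genes, some directions or sizes of change differ as well. Each value here is from the 1 probe set that represents the gene. Values of other probe sets are not given for these genes. Whether a difference from the paper rests on the probe set, as for CXCL8, was not tested. The paper has TNF not induced in either set, and here it was 8.05-fold higher in set II and 2.13-fold in set I. Among Th1 genes that the paper lists as unaltered, SOCS1 was 3.23-fold higher in set I, while IFNG was at least 1.07-fold higher. The paper calls SOD2 strongly induced by Sambucus, and here it was 1.36-fold higher. It lists THBS1 as induced by Astragalus, and here it was 1.62-fold higher in set I and 2.9-fold lower in set II, while MMP14 was 18.8-fold higher in set I.

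Figure 4 marks SELENOP as higher with Astragalus, and here it was at least 55.3-fold lower in set I. Over the 28 genes of that figure 23 had the direction marked there. IL12B, which the paper has induced at 18 h, was so in Astragalus array 1 (15.7-fold) and at the floor in Astragalus array 2.

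For the time course, the untreated cells and Urtica, the paper does not name the ethanol array of its plots, which hold genes called present in both arrays, and the 3 ethanol arrays are unlike, with 1388 genes at 3-fold between arrays 1 and 2, 1452 between 1 and 3 and 280 between 2 and 3. The values that follow are therefore not like for like with the paper's plots. The paper gives fewer altered genes at 8 h and 18 h than at 3 h. Here the total also fell over time against ethanol array 1 (2005 at 3 h, 1048 at 8 h, 779 in Astragalus array 1 at 18 h). With a signal of at least 100 in both arrays (chosen after seeing the values) it was 787, 275 and 219. The median signal of the 3 h array was 36.2, beside 59.5, 71.2 and 67.5 in ethanol array 1, the 8 h array and Astragalus array 1. Its correlation across genes was 0.884 with ethanol array 1 and 0.927 with ethanol array 2. The fall is not separated from this difference between arrays. The total was larger at 8 h than at 3 h against ethanol arrays 2 and 3 (2772 beside 999, 2881 beside 1315). Ethanol array 1 matched Figure 6C best, in 18 of 23 genes at 3 h, 21 at 8 h and 21 in Astragalus array 1 at 18 h. The paper reports nearly no effect of ethanol or of Urtica. Untreated cells differed at 3-fold in 575 genes from ethanol array 1, of which 26 had a signal of at least 100 in both arrays (chosen after seeing the values), and in 1905 and 1963 from ethanol arrays 2 and 3. Urtica differed in 13 genes from ethanol array 3, 293 from ethanol array 2 and 1563 from ethanol array 1.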

Other observations

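Among the lists not described elsewhere, immediate early genes were higher over the 2 Astragalus and 3 ethanol arrays at 18 h, with a median log2 difference of 0.52 and 19 of 23 genes positive (adjusted p = 2.78e-05 from camera of limma, adjusted p = 0.248 with an estimated correlation, 2 higher over the list alone). The transcription factor EGR1 was 9.3-fold higher in the PBMC set II pair and 3.12-fold in set I, and CD69, an early activation marker of lymphocytes, 3.75-fold and 1.15-fold. Among single genes, GJB2, BCL2A1 and the metabolic regulator PFKFB3 were at least 5.37-fold, 3.94-fold and 3.15-fold higher in all 6 pairings.

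Cytosolic ribosomal proteins had a median of 0.49 with 29 of 29 genes positive (adjusted p = 3.14e-07 from camera of limma, adjusted p = 0.474 with an estimated correlation), but with quantile normalization the median was 0.08 (adjusted p = 0.12) and without Astragalus array 1 it was 0.17 (adjusted p = 0.0944), so no direction is given. Markers of NK cells had a median of 0.94 with 10 of 11 positive (adjusted p = 0.00203 from camera of limma, adjusted p = 0.468 with an estimated correlation), lost without ethanol array 3 (0.18, adjusted p = 0.378) or Astragalus array 1 (0.95, adjusted p = 0.0521), and with the replicate block (0.18, adjusted p = 0.122). Markers of B cells had a median of 0.57 (adjusted p = 0.0467 from camera of limma, adjusted p = 0.605 with an estimated correlation), lost without ethanol array 3 (0.036, adjusted p = 0.988) or Astragalus array 2 (0.41, adjusted p = 0.655), and with the replicate block (adjusted p = 0.923). Sterol synthesis (0.22, adjusted p = 0.0237 from camera of limma, adjusted p = 0.249 with an estimated correlation) lost its call without ethanol array 1, Astragalus array 1 or Astragalus array 2 (adjusted p = 0.0524, 0.0513 and 0.16), and cell cycle genes (0.32, adjusted p = 0.0214 from camera of limma, adjusted p = 0.259 with an estimated correlation) without ethanol array 1 or Astragalus array 2 (adjusted p = 0.0709 and 0.0956), and both with the replicate block (adjusted p = 0.0679 and 0.0984). Markers of neutrophils were lower (-0.42, adjusted p = 0.0241 from camera of limma, adjusted p = 0.385 with an estimated correlation, 1 lower over the list alone), lost without Astragalus array 2 (0.11, adjusted p = 0.548).

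Lists that were not called were the interferon gamma response (-0.43, adjusted p = 0.062 from limma), which was called lower without ethanol array 1 (-0.58, adjusted p = 0.00127 from limma) or Astragalus array 1 (-0.42, adjusted p = 0.0304 from limma), glycolysis (0.11, adjusted p = 0.185 from limma), called higher without Astragalus array 1 (0.28, adjusted p = 0.00133 from limma), the unfolded protein and heat shock response (-0.14, adjusted p = 0.0647 from limma), called lower without Astragalus array 1 (-0.21, adjusted p = 0.0273 from limma), and markers of erythroid cells (0.64, adjusted p = 0.288 from limma), called higher without Astragalus array 2 (2.10, adjusted p = 0.00561 from limma). NRF2 targets (-0.12, adjusted p = 0.456 from limma), SR splicing factors (-0.12, adjusted p = 0.299 from limma) and markers of T cells (0.08, adjusted p = 0.652 from limma) were not called either. Aryl hydrocarbon receptor targets had a median of 0.02, a mean of -0.19 and a tested direction of lower (adjusted p = 0.367 from limma), and markers of dendritic cells a median of 0.16, a mean of -0.41 and a tested direction of higher (adjusted p = 0.665 from limma).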
